# Integrated Characterization of Cassava (*Manihot esculenta*) Pectin Methylesterase (*MePME*) Genes to Filter Candidate Gene Responses to Multiple Abiotic Stresses

**DOI:** 10.3390/plants12132529

**Published:** 2023-07-03

**Authors:** Shijia Wang, Ruimei Li, Yangjiao Zhou, Alisdair R. Fernie, Zhongping Ding, Qin Zhou, Yannian Che, Yuan Yao, Jiao Liu, Yajie Wang, Xinwen Hu, Jianchun Guo

**Keywords:** pectin methylesterase, cassava, postharvest physiological deterioration, gene family, abiotic stress

## Abstract

Plant pectin methylesterases (PMEs) play crucial roles in regulating cell wall modification and response to various stresses. Members of the PME family have been found in several crops, but there is a lack of research into their presence in cassava (*Manihot esculent*), which is an important crop for world food security. In this research, 89 *MePME* genes were identified in cassava that were separated into two types (type-Ⅰ and type-Ⅱ) according to the existence or absence of a pro-region (PMEI domain). The *MePME* gene members were unevenly located on 17 chromosomes, with 19 gene pairs being identified that most likely arose via duplication events. The *MePMEs* could be divided into ten sub-groups in type-Ⅰ and five sub-groups in type-Ⅱ. The motif analysis revealed 11 conserved motifs in type-Ⅰ and 8 in type-Ⅱ *MePMEs*. The number of introns in the CDS region of type-Ⅰ *MePMEs* ranged between one and two, and the number of introns in type-Ⅱ *MePMEs* ranged between one and nine. There were 21 type-Ⅰ and 31 type-Ⅱ *MePMEs* that contained signal peptides. Most of the type-Ⅰ *MePMEs* had two conserved “RK/RLL” and one “FPSWVS” domain between the pro-region and the PME domain. Multiple stress-, hormone- and tissue-specific-related *cis*-acting regulatory elements were identified in the promoter regions of *MePME* genes. A total of five co-expressed genes (*MePME1*, *MePME2*, *MePME27*, *MePME65* and *MePME82*) were filtered from different abiotic stresses via the use of UpSet Venn diagrams. The gene expression pattern analysis revealed that the expression of *MePME1* was positively correlated with the degree of cassava postharvest physiological deterioration (PPD). The expression of this gene was also significantly upregulated by 7% PEG and 14 °C low-temperature stress, but slightly downregulated by ABA treatment. The tissue-specific expression analysis revealed that *MePME1* and *MePME65* generally displayed higher expression levels in most tissues than the other co-expressed genes. In this study, we obtain an in-depth understanding of the cassava *PME* gene family, suggesting that *MePME1* could be a candidate gene associated with multiple abiotic tolerance.

## 1. Introduction

Pectin methylesterases (PMEs) are one kind of cell-wall-associated enzyme that have the ability to render the pectin demethylesterified [1]. The degree of methylesterification of pectin determines its functional properties, and affects the cell wall firmness, thereby regulating the plant cellular response to different vital activities, such as growth, development, senescence and response to (a)biotic stresses [2,3]. PME activity is, therefore, frequently measured as a proxy in evaluating plant resistance to different stress conditions. For example, PME activity in chilling-sensitive maize was reduced using low temperature treatment with the pectin content in the cell wall being simultaneously decreased [4]. During strawberry fruit ripening, PME activity also gradually decreased [5]. By contrast, during tomato fruit ripening, PME activity gradually increased [6]. On the exogenous application of PME combined with calcium chloride, the fruit softening of raspberry was delayed due to an extended maintenance of cell wall integrity [7]. Moreover, by increasing the PME activity, the phosphorus fixed in the cell wall was remobilized [8]. During lettuce seed germination, the PME activity was lower in the endosperm cap, but higher in the radicle [9]. When suffering aluminum (Al) stress, the PME activity in the root tip of an Al-sensitive rice variety was maintained at a higher level than that in a resistant variety [10]. PME activity is also induced when the plant suffers a pathogen attack [11]. In all cases, PME enzymatic activity is tightly regulated by PME inhibitor proteins (PMEIs) [3,12,13].

In seed plants, *PMEs* belong to a super-family that is present at different numbers in different species. According to existing reports, the number of PME family members in different plant species ranges from 41 in foxtail millet [14] to 121 in tobacco [15]. In addition, the number of *PME* genes reported in dicotyledonous plants is generally higher than that reported in monocotyledonous plants. For example, in the monocots rice [16] and foxtail millet [14], the *PME* numbers are under 50, whilst in the dicot plants potato [17], *Arabidopsis* [18], *Populus euphratica*, tobacco [15], flax [19], navel orange [20], tomato [21] and *Brassica rapa* [22], the numbers of *PME* are 54, 66, 80, 121, 105, 53, 79 and 110, respectively. The PMEs initially encode pro-proteins with pro-regions or signal peptides, which are crucial for protein orientation in the endoplasmic reticulum. The pro-proteins undergo a series of processing in the Golgi and are finally secreted to the cell wall in a mature state (with pro-region removed). According to the reported *PME* gene families of different plant species, the number of type-Ⅰ *PMEs* (with pro-region) is usually larger than that of type-Ⅱ *PMEs* (without pro-region). For example, there are 28 type-Ⅰ and 26 type-Ⅱ *PMEs* in potato, 43 type-Ⅰ and 23 type-Ⅱ *PMEs* in *Arabidopsis*, 36 type-Ⅰ and 35 type-Ⅱ *PMEs* in peach and 47 type-Ⅰ and 33 type-Ⅱ *PMEs* in cotton [17,18,23,24].

Some reports have shown that the expression of *PME* genes is affected by plant growth and development and stress. For example, *AtPME41* in *Arabidopsis* [25] and nine *CsPME* genes in navel orange were induced by low temperature treatment [20]. In contrast, *AtPME34* was induced by heat stress and ABA; additionally, it was highly expressed in guard cells [26], whilst *AtPME2* was associated with lateral root emergence and hypocotyl elongation, stomatal development and guard cell movement [27,28]. Moreover, *AtPME35* was involved in regulating stem mechanical strength [29], *AtPME6* was increased during embryo development [30] and *AtPME31* was induced by salt stress [31]. Similarly, *PME* genes in rice, rye and tea were induced by aluminum stress [10,32,33,34]. Furthermore, *PME* gene expression was dynamically regulated during fruit ripening and postharvest storage [23,35,36,37].

Cassava (*Manihot esculenta*) is a species of the Euphorbiaceae, with considerable agronomic value. The cassava storage roots are full of starch, which can be used not only for food, but also for ethanol production and medicine [38,39,40]. Cassava has several advantages as a crop staple such as its high tolerance to heat, drought and poor soil, but it also has some disadvantages such as a susceptibility to mosaic virus infection, the tendency to easily suffer postharvest deterioration as well as an intolerance to salt and low temperatures [41,42]. In recent years, the function of several genes in cassava have been analyzed [43,44,45,46]. However, the function of *PME* family gene members in this species remains unclear. To rectify this, in the current study, the *PME* family genes of cassava were systematically analyzed, and key multiple functional genes were identified. As such, this in-depth study lays a theoretical foundation for further functional validation of the utility of *MePME* genes.

## 2. Results

### 2.1. The Manihot Esculenta Genome Contains 89 PME Genes

We identified 89 *MePME* genes in the cassava genome (V6.1) using the keyword search for the PFAM domain Pectinesterase (Pfam01095). According to whether there is a pro-region PMEI (Pfam04043) within the amino acid sequence, these PMEs were separated into two sub-types, i.e., type-Ⅰ PMEs with the PMEI domain and type-Ⅱ PMEs without the PMEI domain. In this study, we found 44 type-Ⅰ *MePMEs* and 45 type-Ⅱ *MePMEs* in cassava (Table S1).

Various physical and chemical parameters of *MePMEs* were assessed using the ProtParam algorithm embedded in the Expasy website [47], revealing that the protein length of type-Ⅰ *MePMEs* ranged from 469 aa (*MePME*38) to 614 aa (*MePME*28), with most of them being around 550 aa, while the protein length of type-Ⅱ *MePMEs* ranged from 170 aa (*MePME*43) to 639 aa (*MePME*37), with most of them being around 350 aa (Table S1, Figure 1A). The molecular weights of type-Ⅰ *MePMEs* ranged from 52.49 KDa (*MePME*38) to 69.11 KDa (*MePME*28), while those of type-Ⅱ *MePMEs* ranged from 18.89 KDa (*MePME*24) to 71.25 KDa (*MePME*37) (Table S1, Figure 1B). The isoelectric points (pIs) of type-Ⅰ *MePMEs* ranged from 4.89 (*MePME*16) to 9.74 (*MePME*44), while those of type-Ⅱ *MePMEs* ranged from 4.94 (*MePME*12) to 9.69 (*MePME*7). Most of the *MePMEs* (30 out of 44 in type-Ⅰ, and 33 out of 45 in type-Ⅱ) are alkaline proteins, as their pI values are greater than 7, whilst the rest of the *MePMEs* (14 in type-Ⅰ, 12 in type-Ⅱ) are acidic proteins (Table S1, Figure 1C). All type-Ⅰ *MePMEs* are hydrophilic proteins due to their grand average hydrophobic indices being below zero. Most type-Ⅱ *MePMEs* (43 out of 45) are also hydrophilic proteins, except for *MePME*24 and *MePME*89 (Table S1, Figure 1D). The protein stability analysis indicated that most *MePMEs* (37 out of 44 in type-Ⅰ, and 42 out of 45 in type-Ⅱ) are instable proteins exhibiting instability indices lower than 40 (Table S1, Figure 1E). The protein aliphatic indices of type-Ⅰ *MePMEs* ranged from 71.92 (*MePME*68) to 91.91 (*MePME*78), while those of type-Ⅱ *MePMEs* ranged from 58.47 (*MePME*18) to 91.32 (*MePME*89) (Table S1, Figure 1F).

### 2.2. Chromosome Distribution and Collinear Analysis of MePMEs

The chromosome localization analysis indicated that 87 of the *MePMEs* were randomly located across the 17 chromosomes, whereas the chromosome positions of two *MePMEs* (*MePME88* and *MePME89*) could not be determined (defined as ChrS) (Table S1, Figure 2). In addition, chromosome 1 (Chr01) contains the largest number of *MePME* genes, with a total of twelve (three type-Ⅰ, and nine type-Ⅱ). Chr03 has ten *MePMEs*, including six type-Ⅰ and four type-Ⅱ *MePMEs*. Chr02 has eight *MePMEs*, including two type-Ⅰ and six type-Ⅱ *MePMEs*. Chr07, Chr08 and Chr16 all have six *MePMEs*, with five type-Ⅰ and one type-Ⅱ *MePMEs*. Chr05 and Chr10 both have five *MePMEs* including two type-Ⅰ and three type-Ⅱ *MePMEs*. Chr04, Chr06, Chr11, Chr14 and Chr15 all have four *MePMEs*, of which Chr04, Chr11 and Chr15 contain two type-Ⅰ and two type-Ⅱ *MePMEs*, while Chr06 contains one type-Ⅰ and three type-Ⅱ *MePMEs*, and Chr14 only contains four type-Ⅱ *MePMEs.* Chr09 and Chr12 both have three *MePMEs,* of which Chr09 has one type-Ⅰ and two type-Ⅱ *MePMEs,* while Chr12 only has three type-Ⅰ *MePMEs*. Chr17 has two type-Ⅰ *MePMEs* and ChrS has two type-Ⅱ *MePMEs.* Chr13 has one gene, *MePME71,* which is a type-Ⅰ *MePME*. The collinearity analysis revealed that 19 *MePME* pairs likely resulted from gene duplication events in cassava (Figure 2, Table S2). There are thirteen type-Ⅰ *MePME* pairs, six type-Ⅱ *MePME* pairs and no gene duplication events leading to *MePMEs* pairs of different types. In addition, *MePME* duplication occurred only between different chromosomes, but not on the same chromosome. It was noted that there were duplication relationships among the three type-Ⅰ genes, *MePME1*, *MePME2* and *MePME80*. 

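All 3 genes have AtPME3 as their nearest Arabidopsis gene in the authors' deposited table, and they lie on 3 chromosomes of the cassava genome v6.1. *MePME1* (Manes.04G151000) lies on chromosome 4 from 27464326 to 27467252, *MePME2* (Manes.11G012500) on chromosome 11 from 1180229 to 1183324 and *MePME80* (Manes.16G089000) on chromosome 16 from 24598981 to 24601862. The copies differed in expression level in mature leaves of seedlings kept in MS medium or treated with ABA or PEG for 48 h. *MePME80* had 3.02 ± 0.296 FPKM (SD, n = 3 libraries) in the MS control, 36.2 ± 1.51 FPKM (SD, n = 3) under ABA and 21.6 ± 0.585 FPKM (SD, n = 3) under PEG. It rose under both treatments, with a log2 fold change of 3.64 (standard error 0.07, adjusted p = 2.75e-12 from edgeR's quasi-likelihood test) under ABA and of 2.70 (standard error 0.07, adjusted p = 2.07e-11 from the same test) under PEG. Directions given here and in later sections follow the labels of the libraries. An exchange of the MS control and PEG labels could not be told apart. With it *MePME80* would fall by 2.70 under PEG, and values under ABA would change too. Over the 9 libraries, *MePME1* ranged from 1.61 to 8.81 FPKM and *MePME2* from 10.9 to 35.6 FPKM. Of the 19 duplicate pairs of Table S2, both genes passed the filter on low counts in 7. Under PEG both copies changed in the same direction in 5 of these pairs and in opposite directions in 2, which are the pairs of *MePME2* with *MePME1* and with *MePME80*. Under ABA both copies fell in 1 pair (*MePME9* and *MePME20*), the copies of 2 pairs changed in opposite directions (*MePME80* with *MePME2*, and *MePME68* with *MePME71*), and in 4 pairs a single copy passed the test. The rise of *MePME68*, of 0.20 on the log2 scale, did not pass with no scaling beyond library size (0.13), with limma (0.12 and 0.13), without MS control replicate 3 (0.17) or without ABA replicate 3 (0.15). How reads that match more than 1 copy were counted is not given in the sources used here, so part of each value may belong to another copy.

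**Figure D1:**
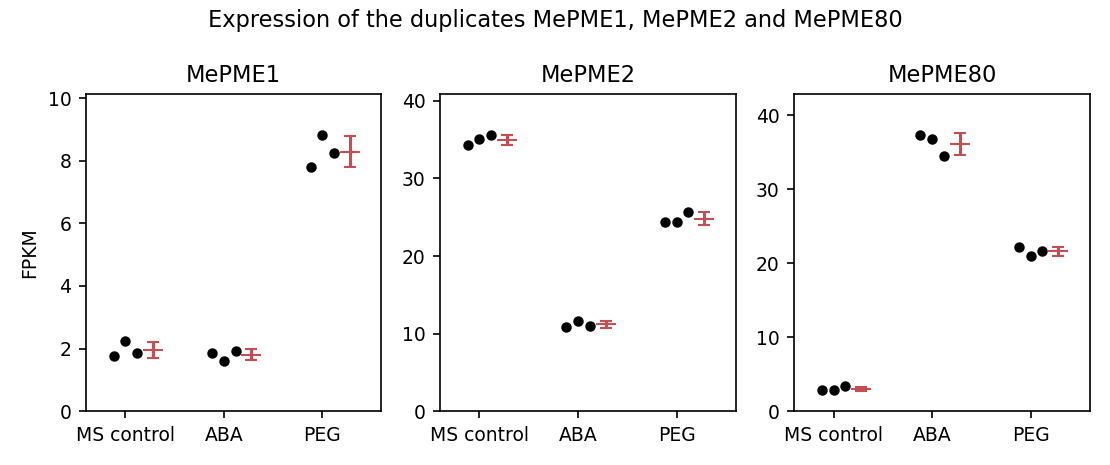
Expression level in FPKM of *MePME1*, *MePME2* and *MePME80* in mature cassava leaves in MS medium (MS control) and after 48 h of 50 μmol/L ABA or 7% PEG. Black points are single libraries, and the red bar gives the mean and SD of the 3 libraries of a group. The 3 PEG libraries lie between 7.81 and 8.81 FPKM for *MePME1*, above every MS control and ABA library, and the 3 ABA libraries lie between 34.4 and 37.3 FPKM for *MePME80*.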

The type-Ⅱ *MePME32* had duplication relationships with three other type-Ⅱ genes, namely, *MePME13*, *MePME59* and *MePME76*.

### 2.3. Phylogenetic Analysis of MePMEs

To better understand the relationship between PMEs, a phylogenetic tree was drawn linking 89 cassava PMEs and 66 *Arabidopsis* PMEs following a multiple sequence alignment via ClustalW, tree construction via the neighbor-joining method using MEGA 11 software [48] and graphic beautification using iTOL [49]. As presented in Figure 3, we were able to divide type-Ⅰ PMEs into ten sub-groups (Ⅰ-1~10), and type-Ⅱ PMEs into five sub-groups (Ⅱ-1~5). Most groups had roughly similar numbers of genes in both cassava and *Arabidopsis*. However, in group Ⅰ-2, two cassava *MePMEs* clustered with six *Arabidopsis* PMEs. In group Ⅱ-5, 21 *MePMEs* clustered with 5 PMEs from *Arabidopsis*. It is worth noting that *Arabioposis* AtPME2 and AtPME3, which have been reported to have stress-resistance functions, clustered with four *MePMEs* (including *MePME*1, *MePME*2, *MePME*25 and *MePME*80) in group Ⅰ-7. 

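*MePME25* (Manes.03G044200), whose nearest Arabidopsis gene in the authors' deposited table is AtPME2, was close to the detection limit in mature leaves. It lies on chromosome 3 of the cassava genome v6.1 from 3577109 to 3582386. Its expression level was 0.130 ± 0.0143 FPKM (SD, n = 3 libraries) in seedlings kept in MS medium, 0.0932 ± 0.0654 FPKM (SD, n = 3) after 48 h of ABA and 0.128 ± 0.0532 FPKM (SD, n = 3) after 48 h of PEG. These values rest on 22, 16 and 24 reads over the 3 libraries of each group, too few for the gene to pass edgeR's filter on low counts, and the ranges of the groups overlapped.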

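In the authors' deposited table, AtPME31 is the nearest Arabidopsis gene of both *MePME3* and *MePME18*, which lie side by side on chromosome 2 of the cassava genome v6.1. *MePME3* (Manes.02G048600) spans 3762272 to 3765556 and *MePME18* (Manes.02G048500) spans 3758460 to 3760470. In mature leaves *MePME3* was well expressed, at 28.1 ± 0.0488 FPKM (SD, n = 3 libraries) in seedlings kept in MS medium, 61.8 ± 3.9 FPKM (SD, n = 3) after 48 h of ABA and 35.3 ± 1.68 FPKM (SD, n = 3) after 48 h of PEG. *MePME3* rose under ABA by a log2 fold change of 1.20 (standard error 0.05, adjusted p = 3.16e-09 from edgeR's quasi-likelihood test) and under PEG by 0.20 (standard error 0.05, adjusted p = 0.00657 from the same test). *MePME18* had no read in the 3 MS control libraries, 2 reads in the ABA libraries and 6 in the PEG libraries, which is too few to pass edgeR's filter on low counts, and how reads that match both neighbours were counted is not given in the sources used here.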

*Arabidopsis* AtPME31, which has been characterized to play a role in salt tolerance, clustered with cassava *MePME*3 and *MePME*18 in group Ⅱ-4.

### 2.4. Gene Structure and Motif Analysis of MePME Genes in Cassava

The amino acid sequences of 89 *MePMEs* were used to draw a phylogenetic tree, using the MEGA11 software, in which the two types of *MePMEs* were well separated (Figure 4a). Twelve kinds of motifs were searched for within the *MePMEs*’ amino acid sequences using MEME analysis (Figure 4b). Each type-Ⅰ *MePME* contains 11 motifs including motifs 1~7 and motifs 9~12, indicating that these 11 motifs are conserved in type-Ⅰ *MePMEs*. In type-Ⅱ *MePMEs*, motifs 1~7 and motif 11 are conserved, as they appear in each type-Ⅱ *MePME* (Figure 4b). In addition, motif 8 was only apparent in one of the type-Ⅰ *MePMEs*, namely, *MePME*33, while it appeared in 13 type-Ⅱ *MePMEs* (Figure 4b). The gene structure analysis revealed that most type-Ⅰ *MePMEs* (32 out of 44) have only one intron within their CDS, while 12 of them have two introns. In addition, 25 type-Ⅰ *MePMEs* have both up- and down-stream UTRs, while four genes have only down-stream UTRs (Figure 4c). The intron numbers in type-Ⅱ *MePMEs* varied from one to nine. Moreover, eleven type-Ⅱ *MePMEs* had up- or down-stream UTRs (Figure 4c). By and large, the more analogous the *MePME* genes, the more similar the motifs and gene structures (Figure 4).

### 2.5. Domain Analysis of MePMEs

To survey the domains in cassava *MePMEs*, the 89 *MePME* amino acid sequences were analyzed. Each of the 44 type-Ⅰ *MePMEs* contains one PMEI domain and one PME domain. Most (44 out of 45) type-Ⅱ *MePMEs* contain only one PME domain, except *MePME*37, which has two PME domains (Figure 5). In 52 out of 89 *MePMEs* (21 type-Ⅰ and 31 type-Ⅱ), a signal peptide was predicted with high confidence by using the SignalP program (Table S3). Through multiple sequence alignment, we found that most type-Ⅰ *MePMEs* contain two basic RK/RLL motifs (Figure 6), with the second one being more conserved than the first one. In addition, between the RK/RLL motifs, there is usually an “FPSWVS” motif; here, in type-Ⅰ *MePMEs*, the amino acid residues “P” and “W” are relatively more conserved. Only in four type-Ⅰ *MePMEs* (*MePME*68~71), the “P” was replaced with “D”, whilst the “W” in six type-Ⅰ *MePMEs* including *MePME*10, *MePME*38, *MePME*54, *MePME*55, *MePME*58 and *MePME*63 was changed into “F”, “-”, “Y”, “Y”, “T” and “K”, respectively (Figure 6). These changes may affect the function of *MePMEs*.

### 2.6. Cis-Acting Regulatory Elements Analysis of MePMEs

Cis-acting regulatory elements (CAREs) are important binding sites on the promoter region of genes for regulating gene expression. We predicted stress-, hormone- and tissue-specific-related CAREs on the *MePMEs* promoters (2000 bp upstream of initiation codon “ATG”). The results display that the types and quantities of CAREs in the promoter regions of *MePMEs* were diverse (Figure 7). The vast majority of *MePMEs* members possessed at least one type of stress-related and hormone-related CARE. In detail, 33 *MePMEs* had at least one low-temperature-related CARE, 57 *MePMEs* had drought-response-related CAREs, and 64 *MePMEs* had anaerobic-induction-related CAREs. Only two *MePMEs* (*MePME59* and *MePME63*) harbored wound-response CAREs. For hormone-related CAREs, ABA-response-related CAREs appeared in 66 *MePMEs*, MeJA-response-related CAREs appeared in 41 *MePME*s, gibberellin-response-related CAREs existed in 30 *MePMEs*, auxin-response-related CAREs were found in 24 *MePMEs* and salicylic-acid-response-related CAREs appeared in 36 *MePMEs*. These results indicate that *MePMEs* play roles in response to stress and are regulated by hormones in cassava. In addition, some *MePMEs* harbor tissue-specific expression-related CAREs, such as endosperm, meristem and seed. This may relate to the special function of these tissues.

### 2.7. Expression Analysis of MePMEs in Cassava under Different Stresses

Postharvest physiological deterioration (PPD) rapidly occurs after cassava is harvested, and severely restricts the economic value of the crop. A previous study indicated that PME activity and expression was associated with fruit postharvest quality. Therefore, we analyzed the expression of *MePMEs* in cassava transcriptome data in response to PPD. A total of 31 *MePME* genes with values of transcription per kilobase per million mapping readings (FPKM) in each sample were found in the transcriptomic data of two cassava varieties (PPD-sensitive cassava SC8 and PPD-tolerant cassava RYG1) after 0- and 21-day storage (SC8 severely deteriorated, while RYG1 maintained good quality) [41]. A total of ten *MePME* genes were found to participate in the response to PPD in the transcriptome data of SC124 cassava during PPD at time points of 0 h (control), 6 h (no symptoms of PPD), 12 h (local symptoms of PPD) and 48 h (global PPD symptoms) after deterioration [50]. A total of twelve *MePMEs* were reported to be associated with melatonin-delayed PPD in SC124 [51] (Table S3). As a tropical crop, cassava is sensitive to low temperatures. To reveal the response mechanism of cassava to chilling stress, a transcriptomic analysis of a mixture of leaf and root samples was performed for plants that were kept at 24 °C (CK), at 14 °C for 5 days (T1), at 14 °C for 5 days followed by 4 °C for 5 days (T2) and at 24 °C for 5 days followed by 4 °C for 5 days (T3) [52]. We found that a total of 73 *MePMEs* had FPKM data in each sample (Table S3). Cassava has a high tolerance to drought. ABA acts as a crucial signal in response to drought stress. To reveal whether *MePMEs* are responsive to drought stress and the ABA signal, the transcriptome data of cassava treated with 7% polyethylene glycol (PEG) and 50 μmol/L abscisic acid (ABA) were analyzed. 

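Mature leaves of wild-type cassava seedlings aged 60 days were sequenced by RNA-seq. ABA, the hormone that closes stomata and switches on water-stress genes, or PEG, an osmotic agent that withdraws water, had been added to the MS growth medium 48 h before, and seedlings in MS medium alone served as the MS control. There are 3 libraries each for the MS control, 50 μmol/L ABA and 7% PEG. The paper states biological replicates, and whether each library comes from a separate plant is not given in the sources used here. The authors' deposited table gives a read count and an FPKM value for 33033 genes in each of the 9 libraries, and it holds all 89 *MePMEs*. Total counts were 13923803 to 16378389 (median 14877089) in the MS control, 14850183 to 15690202 (median 14907706) under ABA and 15847859 to 17108746 (median 16926170) under PEG. The submitters' processing notes name HISAT2 2.0.4 and StringTie 1.3.0, and the counting tool and its strand setting are not given in the sources used here. FPKM values below are the authors' values, given as mean ± SD of the 3 libraries. Tests were run on the read counts with edgeR's quasi-likelihood test after TMM scaling, in 1 fit of the 9 libraries, over the 23984 genes that edgeR's filter on low counts kept. Adjusted p-values are Benjamini-Hochberg values over these genes, and a gene is said to rise or fall where this value is under 0.05. On simulated counts for the comparison of ABA with the MS control, the test recovered 82.1% of genes changed 1.5-fold, 89.6% of those changed 2-fold and 100% of those changed 4-fold. For the comparison of PEG with the MS control these shares were 71.6%, 98.5% and 98.5%. Genes left unchanged in the simulation made up 6 of 187 calls for ABA and 11 of 190 for PEG. The changed genes were drawn from those with a mean count of at least 50, so the shares do not cover genes with few reads. Far fewer genes were changed in the simulation than in the data, so scaling under a broad change was not tested. Much of the leaf transcriptome differed between the treated and the MS control libraries, with 66.3% of the genes tested changed under ABA and 70.7% under PEG. The median size of these changes was 0.6 and 0.65 on the log2 scale. Median chi-square values between replicates were 0.659 to 0.842, where sampling alone gives 0.455, so small differences can pass. As separate plants per library are not stated, differences between plants or batches cannot be told apart from effects of treatment. Under ABA 7885 genes rose and 8009 fell, of which 2536 and 2107 changed at least 2-fold, and under PEG 8537 rose and 8409 fell, of which 2973 and 2331 changed at least 2-fold.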

A total of 43 *MePMEs* had FPKM data in both the PEG- and ABA-treated cassava (Table S3). 

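A few *MePMEs* carried most of the expression of the family in these leaves. *MePME87*, a type-Ⅰ gene, made up 24.8% of the summed *MePME* FPKM in the MS control and 53.1% under ABA, as means over 3 libraries. Under PEG *MePME20* was first with 14.8%, followed by *MePME9* with 11.3%. The summed mean FPKM of the family was 511 in the MS control, 822 under ABA and 367 under PEG. Of these sums *MePME87* alone held 127, 437 and 3.64 FPKM, so their differences largely follow this 1 gene. Of the 89 *MePMEs*, 34 had an FPKM value above 0 in every one of the 9 libraries, 36 in every ABA and PEG library, and 56 in at least 1 library. A mean of at least 1 FPKM in at least 1 group was reached by 28 genes. The count depends on what is taken as having FPKM data, since 22 *MePMEs* had an FPKM of 0 in some of the libraries and a value above 0 in others. A gene listed at 0 in all libraries was not detected at this depth, which does not show that it is absent.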

To select crucial *MePME* genes displaying multiple stress responses, UpSet Venn diagrams were used to filter the *MePMEs* shared by PPD, chilling stress, ABA and PEG treatments. 

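*MePME1*, *MePME2*, *MePME27*, *MePME65* and *MePME82*, all with FPKM above 0 in each of the 9 libraries, encode pectin methylesterases, which remove methyl groups from the pectin of the cell wall. In leaves of the MS control their expression levels spanned a wide range. *MePME65* had 44.5 ± 0.619 FPKM (SD, n = 3) and *MePME2* had 35.0 ± 0.649 FPKM (SD, n = 3), the 4th and 5th highest means of the family. *MePME27* had 11.8 ± 0.564 FPKM (SD, n = 3), *MePME82* had 3.9 ± 0.403 FPKM (SD, n = 3) and *MePME1* had 1.96 ± 0.254 FPKM (SD, n = 3). *MePME65* (Manes.11G012600) lies next to *MePME2* on chromosome 11 of the cassava genome v6.1, from 1185093 to 1188244, and its nearest Arabidopsis gene is AtPME1. *MePME27* (Manes.03G054300) lies on chromosome 3 from 4903600 to 4906515, with AtPME44 as its nearest Arabidopsis gene, and *MePME82* (Manes.16G089200) on chromosome 16 from 24634336 to 24636557.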

The results show that there are five *MePME* genes in all of the above transcriptomes—namely, *MePME1*, *MePME2*, *MePME27*, *MePME65* and *MePME82* (Figure 8, Table S3). 

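Type-Ⅰ *MePMEs*, which carry a PMEI domain beside the PME domain, were detected in these leaves more often than type-Ⅱ *MePMEs*. Of 44 type-Ⅰ genes, 27 (61.4%) had FPKM above 0 in all 9 libraries, against 7 of 45 type-Ⅱ genes (15.6%). Fisher's exact test over these genes gave a two-sided p of 9.85e-06, although members of a gene family are not independent. Both types held genes that rose and genes that fell. Under ABA 8 of the 25 type-Ⅰ genes tested rose and 12 fell, and 3 of the 7 type-Ⅱ genes tested rose and 3 fell. Under PEG 6 type-Ⅰ genes rose and 13 fell, and 5 type-Ⅱ genes rose and 2 fell. Adjusted over the list alone, 13 type-Ⅰ genes fell under ABA and the other counts were the same. The type-Ⅱ gene *MePME17* rose from 0.0802 ± 0.0563 FPKM (SD, n = 3) in the MS control to 1.14 ± 0.124 FPKM (SD, n = 3) under ABA and 10.2 ± 0.677 FPKM (SD, n = 3) under PEG. The type-Ⅱ gene *MePME36* fell from 2.34 ± 0.309 FPKM (SD, n = 3) to 0.978 ± 0.357 FPKM (SD, n = 3) under ABA, and had 3 reads over the 3 PEG libraries against 106 over the MS control libraries. *MePME77*, also type-Ⅱ, had 49 reads over the MS control libraries and none under PEG, which is at least 18.2-fold lower when 3 counts over the group are taken as the floor.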

Interestingly, all five shared genes are type-Ⅰ *MePMEs*.

The expression patterns of the five shared *MePMEs* in response to PPD (in different PPD-tolerant cassava and in early stage of PPD occurrence), chilling, ABA and PEG stresses were analyzed. The expression levels of all the five shared *MePMEs* were a bit higher at t0 in RYG1 than in SC8, but these differences were not significant. After 21 days of storage, the expression levels of most of the shared *MePMEs* were inhibited in both SC8 and RYG1. Particularly, the downregulation of *MePME1* expression in RYG1 was even greater than that in SC8 (Figure 9a). During the early stages of PPD, when no obvious PPD symptoms appeared in the slices, the expressions of *MePME*1 and *MePME27* were inhibited, whereas the expression of *MePME2*, *MePME65* and *MePME82* were increased. When the PPD symptoms appeared in some of the slices 12 h after sectioning, the expressions of *MePME1*, *MePME2*, *MePME65* and *MePME82* were significantly upregulated, whereas the expression of *MePME27* was significantly downregulated. When the PPD symptoms appeared in all surfaces of slices at 48 h after sectioning, the expressions of *MePME1*, *MePME*2 and *MePME*65 were still higher than those in the control, but less than those at 12 h, whereas the expressions of *MePME*27 and *MePME*82 at 48 h were decreased compared to those in the control (Figure 9b). The expression level of *MePME1* was significantly induced by 7% PEG-simulated drought stress, while the expression of four other genes, *MePME2*, *MePME27*, *MePME65* and *MePME82,* were inhibited (Figure 9c). 

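*MePME1* was the member of the 5 shared *MePMEs* that rose under PEG, to 8.29 ± 0.501 FPKM (SD, n = 3), which is 4.23 times the MS control. Its log2 fold change was 1.95 (standard error 0.12, adjusted p = 3.58e-08 from edgeR's quasi-likelihood test). *MePME2*, *MePME27* and *MePME65* fell. *MePME65* had 24.0 ± 0.967 FPKM (SD, n = 3) and a log2 fold change of -1.02 (standard error 0.05, adjusted p = 5.75e-09 from the same test). *MePME27* had 5.68 ± 0.701 FPKM (SD, n = 3) and a log2 fold change of -1.19 (standard error 0.09, adjusted p = 3.48e-07 from the same test). For *MePME2* the level was 24.8 ± 0.795 FPKM (SD, n = 3), a smaller change of -0.63 on the log2 scale (standard error 0.05, adjusted p = 1.7e-07 from the same test). *MePME82* had 3.47 ± 0.288 FPKM (SD, n = 3) and a log2 fold change of -0.30 (standard error 0.16, adjusted p = 0.105 from the same test), which did not pass. In the other 4 genes every PEG library lay on the same side of every MS control library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow), while for *MePME82* the ranges overlapped (p = 0.3 from the same exact test). *MePME82* passed the edgeR test when ABA replicate 3 was left out of the shared fit, with an adjusted p of 0.0445 in a range of 0.0445 to 0.514 over all settings tried. In the same PEG libraries, 16 of 20 genes for late embryogenesis abundant (LEA) proteins and dehydrins, which protect cells that lose water, were lower than in the MS control and 2 were higher. Their set test gave an adjusted p of 8.63e-05 from camera with a preset correlation and an adjusted p of 0.0666 with an estimated correlation. Of 30 cyclin genes, which drive cell division, 29 were higher in these libraries and 1 was lower. Their adjusted p was 1.43e-10 from camera with a preset correlation and 0.035 with an estimated correlation. All directions under PEG follow the labels of the libraries. An exchange of the MS control and PEG labels could not be told apart here, and would turn each of them round, that of *MePME1* included.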

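Under ABA, *MePME2*, *MePME27*, *MePME65* and *MePME82* fell, and every ABA library lay below every MS control library for each of them. The largest fall was that of *MePME82*, to 0.780 ± 0.264 FPKM (SD, n = 3), a log2 fold change of -2.25 (standard error 0.20, adjusted p = 1.31e-06 from edgeR's quasi-likelihood test). This value rests on 13 to 26 reads in each ABA library. Its first place depends on the MS control labels, since the PEG minus ABA values were 2.00 for *MePME1* and 1.95 for *MePME82*. *MePME2* fell to 11.2 ± 0.423 FPKM (SD, n = 3), by 1.58 on the log2 scale (standard error 0.05, adjusted p = 9.28e-11 from the same test). The levels of *MePME65* and *MePME27* were 18.5 ± 1.23 FPKM (SD, n = 3) and 4.91 ± 0.0685 FPKM (SD, n = 3). Both had a log2 fold change of -1.20, with an adjusted p of 1.99e-09 for *MePME65* and of 4.61e-07 for *MePME27* from the same test. These falls also depend on the MS control labels. With the MS control and PEG labels exchanged, that of *MePME27* would go, as its PEG minus ABA value was 0.01 (adjusted p = 0.912 from the same test). The fall of *MePME2* would be smaller, with a PEG minus ABA value of 0.95. *MePME1* had 1.8 ± 0.173 FPKM (SD, n = 3) and a log2 fold change of -0.06 (standard error 0.14, adjusted p = 0.755 from the same test), within the spread between libraries (two-sided exact permutation test, p = 0.6). The sign of this value rests on single libraries, since it was 0.05 without MS control replicate 2 and 0.02 without ABA replicate 2. Of the LEA and dehydrin genes, 12 were higher and 5 lower in the same ABA libraries, with an adjusted p of 0.0211 from camera with a preset correlation and an adjusted p of 0.235 with an estimated correlation.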

The expressions of all five shared *MePMEs* were decreased to various degrees after 50 μmol/L ABA treatment; in particular, the expressions of *MePME2*, *MePME65* and *MePME82* were significantly inhibited (Figure 9c). The expression levels of *MePME1*, *MePME2* and *MePME27* were slightly upregulated after T1 and T3 treatments, while the expressions of *MePME65* and *MePME82* were slightly inhibited. In addition, the expressions of *MePME1* and *MePME82* were increased after T2 treatment (Figure 9d). In general, *MePME1* showed a relatively strong response to the above adversity treatments.

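In the leaves, the *MePMEs* answered ABA and PEG with changes of very different size, and *MePME1* rose under PEG and did not pass the test under ABA. Among the 32 *MePMEs* tested, and ordered from the largest rise to the largest fall, *MePME1* was 4th under PEG, after *MePME17*, *MePME80* and *MePME33*, and 13th under ABA. Ordered by the size of the change in either direction, it was 8th under PEG and 31st under ABA. The difference between PEG and ABA was itself tested and came to a log2 value of 2.00 for *MePME1* (standard error 0.12, adjusted p = 1.98e-08 from edgeR's quasi-likelihood test). These ranks follow the labels of the libraries. With the MS control and PEG labels exchanged, which could not be told apart here, the 4th largest rise would be the 4th largest fall. *MePME1* would then fall by 2.00 on the log2 scale under ABA. *MePME33* (Manes.04G053900), whose nearest Arabidopsis gene is AtPME61, went from 5.92 ± 0.425 FPKM (SD, n = 3) to 33.2 ± 0.608 FPKM (SD, n = 3) under PEG and 2.93 ± 0.489 FPKM (SD, n = 3) under ABA. *MePME84* (Manes.16G089400) showed the largest rise under ABA, from 1.58 ± 0.0863 FPKM (SD, n = 3) to 64.7 ± 1.24 FPKM (SD, n = 3), against 0.781 ± 0.224 FPKM (SD, n = 3) under PEG. With the labels exchanged the largest rise under ABA would be that of *MePME87*, whose PEG minus ABA value was -7.1, against -6.56 for *MePME84*. The most abundant member, *MePME87* (Manes.17G081100), went from 127 ± 1.72 FPKM (SD, n = 3) to 437 ± 4.88 FPKM (SD, n = 3) under ABA and 3.64 ± 0.488 FPKM (SD, n = 3) under PEG. *MePME78* (Manes.15G075500) rose under both, from 5.97 ± 0.577 FPKM (SD, n = 3) to 25.7 ± 1.20 FPKM (SD, n = 3) and 19.9 ± 1.04 FPKM (SD, n = 3). In each comparison with the MS control 26 of the 32 genes changed, 11 of them upwards and 15 downwards. Adjusted over the list alone, 16 fell under ABA and 15 under PEG, and 11 rose in each. Among all genes tested, 66.3% changed under ABA and 70.7% under PEG, so many changed members do not set the family apart. Its set test did not pass (camera with a preset correlation, adjusted p = 0.56 under ABA and 0.419 under PEG). Nor did those of the type-Ⅰ genes (0.467 and 0.199) and the type-Ⅱ genes (0.856 and 0.567). From the patterns in Figure 9, which also cover PPD and chilling libraries that were not analysed here, the paper concludes that *MePME1* responded relatively strongly to these treatments.

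**Figure D2:**
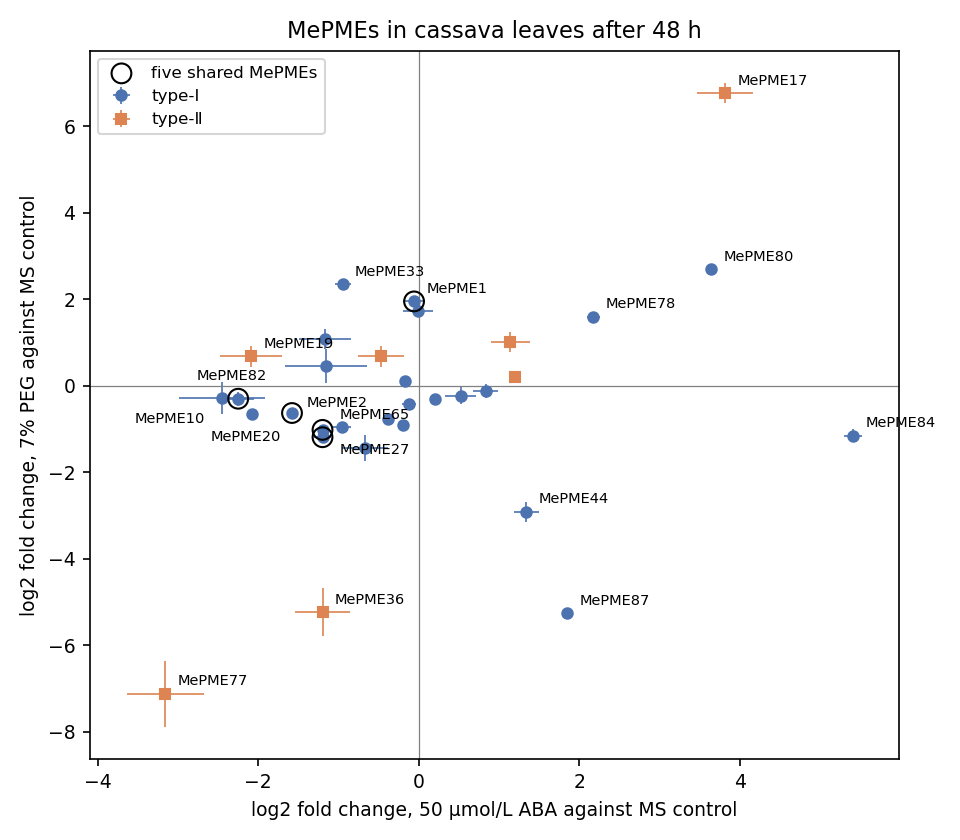
Log2 fold changes of the 32 *MePMEs* tested, under 50 μmol/L ABA (horizontal axis) and 7% PEG (vertical axis) against the MS control, with 3 libraries per group. Bars are standard errors from edgeR, symbols give the type and circles mark the 5 shared *MePMEs*. *MePME1* lies at -0.06 under ABA and 1.95 under PEG, and the fitted value of *MePME77* under PEG rests on a group with no reads.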

### 2.8. Expression of Shared MePMEs in Different Tissues of Cassava

The expression of genes in certain tissues may be related to the differentiation and development of these tissues or the special functions performed by these tissues. To know the tissue-specific expression patterns of the five shared *MePME* genes, we compared their expression levels in nine different tissue types including leaf, stem, fibrous and storage root, stem and root apex meristem (SAM and RAM), petiole, organized embryonic structure (OES) and friable embryogenic callus (FEC) (Figure 10). Overall, the five shared *MePMEs* were expressed to varying degrees in the nine tissues. An analysis of the top two genes that were highly expressed in each tissue showed that *MePME65* and *MePME2* are the top two genes in leaves, *MePME82* and *MePME1* are the most expressed in stems, while *MePME2* and *MePME1* predominate in fibrous roots, and *MePME1* and *MePME65* are mostly expressed in storage roots. Meanwhile, *MePME82* and *MePME1* are the most expressed in SAM, and *MePME65* and *MePME82* are the most expressed in RAM, whilst *MePME1* and *MePME65* predominate in petiole, *MePME65* and *MePME82* predominate in OES and *MePME65* and *MePME1* predominate in FEC. In addition, the above analysis results also show that both *MePME1* and *MePME65* were ranked in the top two for a total of six times. These results indicate that *MePME1* and *MePME65* may play a critical role in these tissues.

## 3. Discussion

The pectin methylesterase family genes have attracted considerable research attention due to their vital role in the regulation of cell wall modification. The systematic analysis of PME family genes was achieved in *Arabidopsis* [18] and several other plant species, including rice [16], tomato [21] and foxtail millet [14]. However, the abundance and function of *PME* genes in other plant species remain unclear. Herein, 89 cassava *PME* genes were uncovered and subjected to bioinformatic analysis at the whole-genome level.

Compared to the reported *PME* families in other dicots, the *PME* gene family in cassava is of mid size. However, compared to the monocots, such as foxtail millet (forty-one members) [14] and rice (forty-four members) [16], there are nearly twice as many *PMEs* in cassava. The difference in the gene family size among different species is most likely due to genome-wide duplication events. According to our research, 19 paralogous pairs (13 pairs in type-Ⅰ, and 6 pairs in type-Ⅱ) were present among the 89 *MePME* genes (Figure 2). Duplication events were also present in other species. For example, in tobacco, nine duplication pairs were identified [15]. In citrus, 23 pairs of *PME* genes were identified as duplicated genes [20]. In *Brassica rapa*, twelve *PME* gene pairs were found to have experienced duplication [22].

By comparing the PME sequences between cassava and *Arabidopsis*, the cassava PME were distinguished and further sub-divided into ten and five sub-groups (Figure 3). It is worth noting that *MePME1*, *MePME2* and *MePME80* are duplicates of each other (Figure 2). The phylogenetic relationship between them is closest and they additionally exhibit a higher similarity with AtPME2 and AtPME3 from *Arabidopsis* in group Ⅰ-7 (Figure 3). This indicates that they may have a similar biological function as AtPME2 and AtPME3.

According to previous studies, type-Ⅰ PMEs contain two conserved “RK/RLL” domains and one “FPSWVS” domain between the pro-region and PME domain. These domains were considered to be important for the cleavage of the pro-region to generate mature PME proteins [53]. In our study, most *MePMEs* contain two conserved “RK/RLL”, but some do not contain this domain (Figure 6). For the “FPSWVS” domain in cassava, “P” and “W” were more conserved than the other amino acid residues (Figure 6). However, whether the missing cleavage domains or the changed amino acid residues affect the pro-region cleavage remains unclear, and experimental evidence will likely be required in order to address this.

*Cis*-acting regulatory elements (CAREs) are important DNA sequences in the promoters of genes, which could bind to corresponding transcription factors in order to regulate gene transcription under different conditions. In this study, the CAREs in the promoter region of *MePME* family members were analyzed. We found a great deal of CAREs that respond to hormones such as abscisic acid, methyl jasmonate, auxin, gibberellin and salicylic acid. We additionally found some CAREs that respond to stresses including low-temperature, drought and anaerobic and wounding stresses. Finally, we found a set of CAREs associated with tissue-specific expression in the endosperm, meristem and seed (Figure 7). Similar findings were reported for the tobacco *PME* family members, where low-temperature-, wound-, anaerobic-, ABA-, auxin- and MeJA-related CAREs exist [15]. These results indicate that *MePMEs* may respond to a variety of abiotic stresses and participate in plant growth and development. A few studies confirmed that some transcription factors regulate the expression of *PME*. For instance, the transcription factor BELLRINGER (BLR) is a key transcription factor that regulates *AtPME5*-mediated organ initiation and cell extension [54]. The transcription factor *CsRVE1* was confirmed to directly bind to the promoter of *CsPME3* in navel orange [20]. Two BEL1-like homeodomains (BLHs) *BLH2* and *BLH4* bind to the promoter of *PME58* to activate its expression in seed mucilage [55]. *MYB80* was confirmed to target one *PME* gene in *Arabidopsis* [56]. In strawberry, the *FvMYB79* can activate the expression of *FvPME38* and lead to ABA-dependent fruit softening after harvest [57]. However, the transcription factors regulating PME expression in cassava remain to be studied.

Some previous studies proved the functions of several *PME* genes in regulating abiotic stresses. For instance, *AtPME41* was induced by chilling stress in *Arabidopsis* [25]. Nine *CsPME* genes were upregulated after low temperature treatment for 6 h [20]. Similarly, *AtPME34* was associated with heat stress, with the *pme34* mutant being sensitive to heat stress [26]. In addition, *AtPME34* was highly expressed in guard cells and was induced by ABA [26]. The expression of *AtPME2* was improved during lateral root emergence and hypocotyl elongation [27]. Furthermore, both *AtPME2* and *AtPME3* participated in stomatal development, and regulated guard cell movement [28]. *AtPME35* was specifically expressed in *Arabidopsis* in the basal part of the inflorescence stem, and was involved in regulating the stem’s mechanical strength [29]. The expression of *AtPME6* was increased during mucilage secretion and played an important role in regulating embryo development [30]. Meanwhile, *AtPME31* was induced by salt stress, and when it was knocked out, the plants showed hypersensitivity to salt stress [31], whereas in apple, the expression profile of an *AtPME2*-similar gene *MdPME2* was downregulated during apple mealiness development [35]. Similarly, in rice, six *OsPME* genes were induced by aluminum stress, the overexpression of *OsPME14* decreased the resistance of transgenic plants to aluminum stress [10,32] and three peach *PME* genes were highly expressed in melting flesh during peach fruit ripening [23]. By contrast, one *PME* gene in rye was inhibited by aluminum stress in tolerant cultivar [33]. In tea plants, 8 *PME* genes in leaves and 15 genes in roots responded to aluminum stress [34]. These studies thus highlight a common mechanism by which plants respond to different stresses, namely, the regulation of cell wall modifications involving PME, which is often overlooked, because it was previously thought that the cell wall was a relatively stable cell structure that mainly played a role in maintaining cell morphology and plant rigidity. On the further development of research in the area, the cell wall was found to be highly dynamic with the growth of the plant and changes in response to the external environment [58,59,60,61]. As one of the main components of the cell wall, pectin not only plays a crucial role in cell wall remodeling, but also participates in intercellular communication, morphogenesis and environmental sensing [60]. PME is the first enzyme in the process of pectin degradation, which regulates the homeostasis of pectin in the cell wall, and thus, mediates the remodeling of the cell wall in response to changes in the external environment [62].

As an important food and renewable bioenergy raw material that is widely cultivated in tropical and subtropical regions of the world, cassava has many advantages and disadvantages. It is very suitable for arid and barren soil, but it is very sensitive to low temperatures, and its storage roots very readily deteriorate after harvest [41,63]. In this study, we filtered out five *MePMEs* (*MePME1*, *MePME2*, *MePME27*, *MePME65* and *MePME82*), which were shared by different stress treatments, namely, PPD, chilling, 50 μmol/L ABA and 7% PEG stresses. Although studies on the function of the PME gene are still relatively few, some studies have shown that a single *PME* gene has multiple functions. *AtPME3* was rapidly induced by *Pectobacterium carotovorum* and *Botrytis cinerea,* and caused sensitivity to Zn^2+^ following mis-expression [64,65]. *AtPME31* could improve the resistance of transgenic plants to salt stress and various insect pests [31,66]. *AtPME34* was induced by ABA and participated in stomatal movement and heat stress response [26]. In tobacco, *NtPME043* was induced by both salt and ABA stress [15]. It is speculated that these genes may be involved in cell wall modification under various stresses. Additionally, among the shared *MePMEs*, we found that the expression of *MePME1* was significantly induced during the occurrence of PPD 12 h after the cassava tuberous roots were sliced. In PPD-resistant cassava RYG1, in which no PPD symptoms occurred after 21 days of storage, the expression of *MePME1* was significantly downregulated (Figure 9). These results indicate that *MePME1* plays a crucial role in regulating cassava resistance to PPD. The expression of *MePME1* was also increased following chilling acclimation (14 °C for 5 days), and by using 7% PEG treatment (Figure 9). Notably, *MePME1* was also the most highly expressed of the five selected genes in storage root and petiole. Moreover, it was also the second highest expressed of these genes in the stem, fibrous root, shoot apex meristem, and friable embryogenic callus (Figure 10). These results suggest that *MePME1* should be subjected to further investigation.

In summary, eighty-nine PME genes were identified in cassava. An integrated characterization of the *MePMEs* in cassava was performed through the analysis of their physical and chemical properties, chromosome localization and duplication, conserved motifs and gene structures and phylogenetic relationships and cis-acting regulatory elements. Through the co-expression analysis on different transcriptomic data, five *MePMEs* were selected. A further expression pattern analysis of the shared *MePMEs* under different stresses and in different tissues suggested that *MePME1* may be the member of the PME family that is worthy of the deepest investigation. The findings from this research thus provide valuable information for further functional investigations on cassava *PME* genes in the near future.

## 4. Materials and Methods

### 4.1. Identification of Pectin Methylesterase Gene Family Members in Cassava

The protein family (PFAM) serial number of the PME domain (PF01095) was used as keyword to search the cassava genome database v6.1 (https://Phytozome-next.jgi.doe.gov/info/Mesculenta_v6_1, accessed on 18 April 2022) [67]. This allowed us to identify all cassava *MePME* members and download their annotation information. Next, we filtered the *MePME* information to find the genes with a PFAM serial number indicating the PMEI domain (PF04043), and these genes were classified as type-Ⅰ *MePMEs*. The residual genes without a PMEI domain were classified as type-Ⅱ *MePMEs*.

### 4.2. Characterization of MePMEs

The sequences of *MePME* proteins were next submitted to the ProtParam tool in the ExPASy web page (https://web.expasy.org/protparam/, accessed on 20 April 2022) [47] in order to generate the basic properties, which included the protein length (aa), molecular weight (MW), theoretical isoelectric point (pI), aliphatic index, instability index and grand average of hydropathicity. If the pI value is greater than 7, the *MePME* is classified as an alkaline protein, if the pI value is less than 7, the *MePME* is classified as an acidic protein and if the pI value is 7, then the *MePME* is classified as a neutral protein. The instability index is used to evaluate the stability of a protein. When the instability index is less than 40, the protein is regarded as stable, while when the value is greater than 40, the protein is regarded as unstable [68]. The box and whiskers diagrams were outputted via Graphpad Prism 8. The signal peptide of each *MePME* was predicted by submitting the amino acid sequences to SignalP 6.0 [69] (https://services.healthtech.dtu.dk/services/SignalP-6.0, accessed on 17 April 2023).

### 4.3. Chromosomal Location, Duplication, Gene Structure, Conserved Motifs and Cis-Acting Regulatory Element Analysis of MePMEs

The CDS sequences, specific location information of each *MePME* gene on chromosome and the whole chromosome information of cassava were acquired from the cassava genomic database (https://Phytozome-next.jgi.doe.gov/info/Mesculenta_v6_1, accessed on 7 May 2023). Then, TBtools was used to calculate gene collinearity and export the graph [70]. For conserved motif analysis of all *MePMEs*, MEME (http://meme-suit.org, accessed on 7 May 2023) was used [71]. Gene structure analysis was generated using Gene Structure Server Display Server online (http://gsds.cbi.pku.edu.cn, accessed on May 2023) [72]. The type-Ⅰ *MePMEs* conserved motifs between PME domain and PMEI domain, which were analyzed via multiple alignment using ClustalW. The promoter sequence, which is 2000 bp upstream of start codon (ATG) of each MePME, was download from cassava genome, and inputted into PlantCARE [73] (http://bioinformatics.psb.ugen.be/webtools/plantcare/html, accessed on 24 October 2022) to search for the CAREs. The main CARE localizations on the promoter was visualized using TBtools. The number of each kind of CARE was statistic and visualized using Microsoft Excel.

### 4.4. Multiple Sequence Alignment and Phylogenetic Analysis of MePMEs with PMEs in Arabidopsis

Sixty-six PME protein sequences of *Arabidopsis* were downloaded from *Arabidopsis thaliana* genome TAIR10 (https://phytozome-next.jgi.doe.gov/info/Athaliana_TAIR10, accessed on 8 August 2022) [74]. Then, all the amino acid sequences of 89 *MePMEs* and 66 PMEs from *Arabidopsis* were aligned using ClustalW in MEGA11 software [48] with the default parameter. After that, the aligned sequences were used to generate a phylogenetic tree using the statistical method of maximum likelihood and Jones–Taylor–Thornton model. At last, the visualization and annotation of the phylogenetic tree graphic was obtained using the online tool iTOL v6 (https://itol.embl.de, accessed on 18 April 2023) [49].

### 4.5. Multifunctional MePME Gene Screening and Analysis of Their Expression Patterns

For screening *MePME* genes with multiple functions, cassava transcriptome data under different stresses were used to find the *MePME* family genes. The intact tuberous roots of PPD-sensitive cassava SC8 and PPD-tolerant cassava RYG1 were stored for 0 and 21 days and sampled to perform transcriptome analysis [41]. Two biological replicates were used. Transcriptome data with values of transcription per kilobase per million mapping readings (FPKM) in each sample were used to screen and count the number and gene IDs of *MePME* genes. SC124 cassava tuberous roots were crosscut into 5 mm thick slices, and stored in dark condition of 28 °C and 60% humidity for 0, 6, 12 and 48 h. Samples were then collected for transcriptome sequencing. To filter differentially expressed genes (DEGs) the screening condition was set as fold change ≥ 2 and *p* value ≤ 0.05. Three biological replicates were used [50]. *MePME* genes that were significantly expressed in at least one comparison group were selected. The intact cassava tuberous roots were soaked with 100 μmol/L melatonin for 2 h, and those treated with water were used as control. After that, the cassavas were cut crosswise into 5 mm thick slices and stored at 28 °C with 60% humidity in the dark for 6, 12 and 48 h to perform the transcriptome analysis. The screening condition for DEGs was fold change ≥ 2 and *p* value ≤ 0.05. Three biological replicates were used [51]. *MePME* genes, which were significantly expressed in at least one stage of melatonin-delayed PPD, were selected. SC124 cassava stem cuttings were cultured in pots containing red soil and vermiculite (1:1 in volume ratio) and irrigated using Hoagland’s solution once a week for 2 months. The uniform seedlings were selected for different chilling stress treatments, including 24 °C for 10 days as control, T1 (24 °C for 5 days + 14 °C for 5 days) as chilling acclimation, T2 (14 °C for 5 days + 4 °C for 5 days) as chilling stress after chilling acclimation, and T3 (24 °C for 5 days + 4 °C for 5 days) as chilling shock. The folded leaves, fully expanded leaves and roots after different chilling treatments at 6 h, 24 h and 5 d were collected to extract total RNA. Then, equal amounts of RNA samples for each time point and each organ of each treatment were collected and pooled together to generate mRNA libraries and sequenced via RNA-Seq. Three biological replicates were used [52]. Transcriptome data with FPKM values in each sample were used to screen *MePME* genes in response to chilling stress. Two-month-old TM60444 cassava seedlings were treated with 7% PEG and 50 μmol/L ABA, separately [75]. After 48 h of treatment, mature leaves were collected to extract total RNA and perform RNA-Seq analysis (PRJNA658570). Three biological replicates were used. Transcriptome data with FPKM values in each sample were used to screen *MePME* genes in response to PEG or ABA stress. Subsequently, the Omicshare tools, a free online platform for data analysis (https://www.omicshare.com/tools/Home/Soft/seniorvenn, accessed on 13 June 2023), was used to output UpSet Venn diagram and to illustrate the shared *MePMEs* in different transcriptome data. For expression pattern analysis of shared *MePMEs* under different stresses, the FPKM values from the above transcriptome were selected to generate histogram.

For tissue-specific expression analysis, TME 204 cassava seedlings cultured in a greenhouse for 3 months were used to harvest different tissue samples, including leaf blade, petiole, stem, shoot apical meristem, fibrous roots, root apical meristem and storage roots. In addition, the 4-week-old OES and 3-week-old FEC tissues of TME204 were also sampled. Total RNA was isolated from the above different samples for RNA-Seq analysis, separately (PRJNA324539). With the exception of two biological replicates set in storage roots, three biological replicates were set in each of the remaining eight samples [76]. The FPKM values of shared *MePMEs* in nine cassava tissues were selected from the transcriptome data for subsequent analysis. All the histograms were outputted via Graphpad Prism 8. The significant differences were evaluated using ordinary one-way ANOVA analysis and Dunnett’s multiple comparisons test.

## Figures and Tables

**Figure 1:**
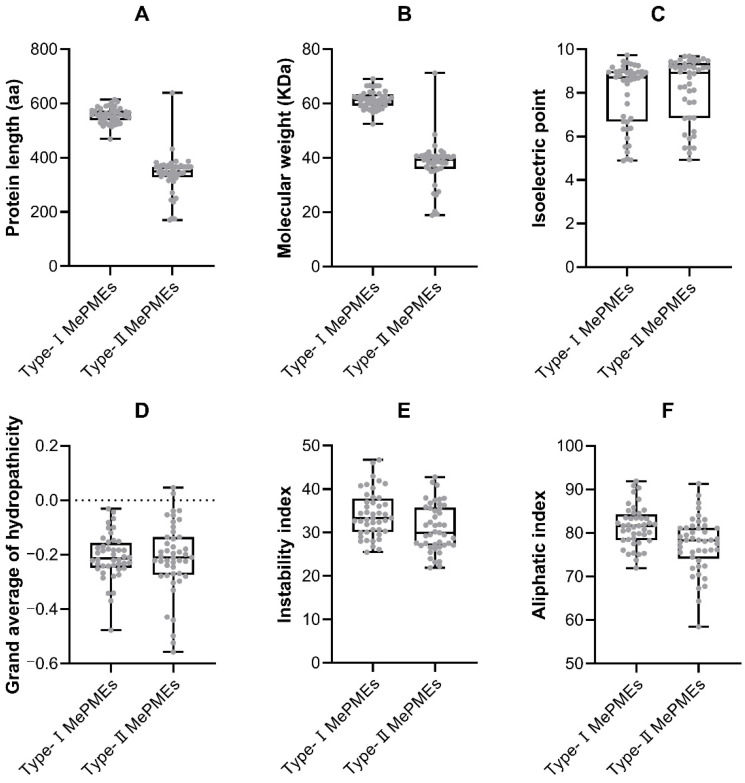
Physical and chemical parameters analysis of two types of *MePMEs* in cassava genome v6.1. (**A**) Protein length analysis of *MePMEs*; aa: amino acid. (**B**) Molecular weight analysis of *MePMEs*; KDa: kilo Dalton. (**C**) Isoelectric point analysis of *MePMEs*. (**D**) Protein hydrophobic analysis of *MePMEs*. (**E**) Protein stability analysis of *MePMEs*. (**F**) Protein aliphatic index analysis of *MePMEs*.

**Figure 2:**
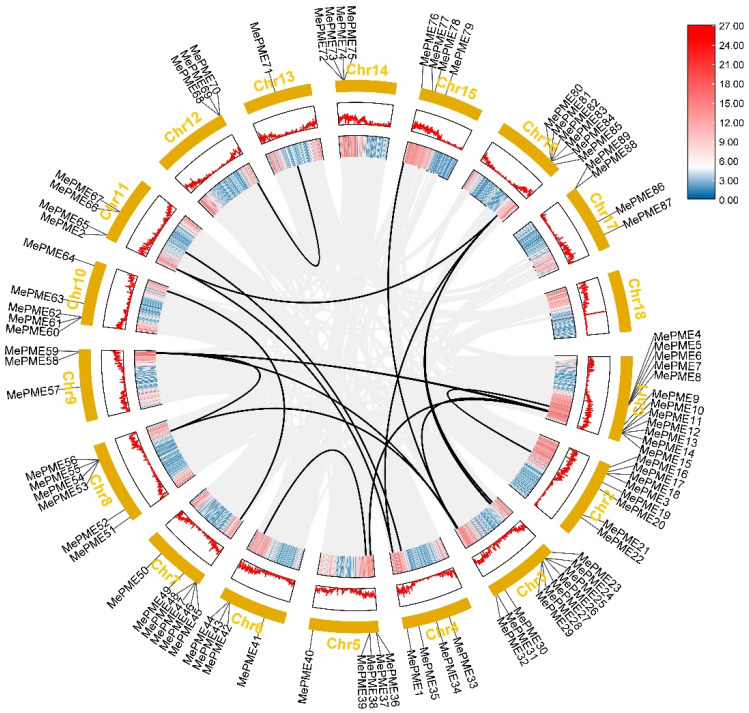
Distribution and collinearity analysis of pectin methylesterase family genes on chromosomes in cassava genome v6.1. Chr is the abbreviation of chromosome; the black lines indicate pairwise replication of *MePMEs*.

**Figure 3:**
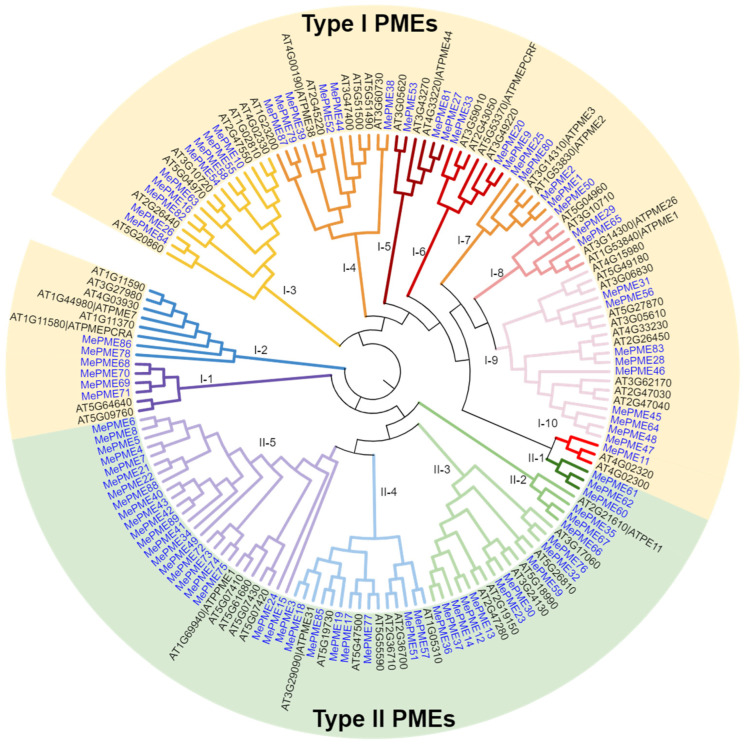
Phylogenetic trees of PME family proteins in cassava genome v6.1 and *Arabidopsis genome TAIR10.* The phylogenetic relationship was calculated based on maximum likelihood method and Jones–Taylor–Thornton model and was visualized using iTOL v6. The yellow background indicates type-Ⅰ PMEs, and the green background indicates type-Ⅱ PMEs.

**Figure 4:**
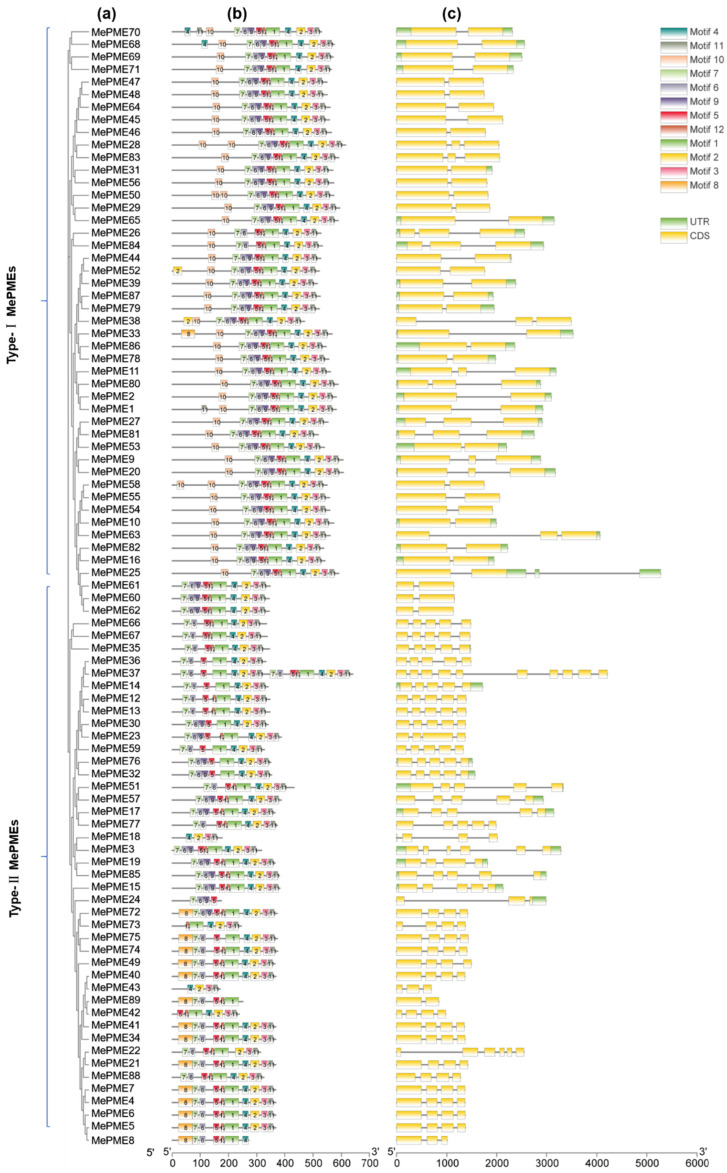
Integrated analysis of phylogenetic relationship (**a**), motifs (**b**) and structure (**c**) of *MePME* family members in cassava genome v6.1.

**Figure 5:**
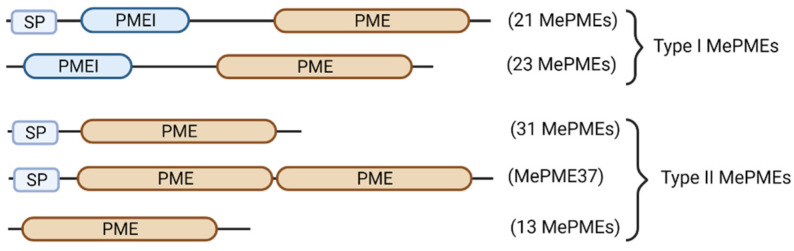
Different domain distribution patterns of *MePMEs* in cassava genome v6.1. SP, signal peptide. This figure was created using BioRender.com.

**Figure 6:**
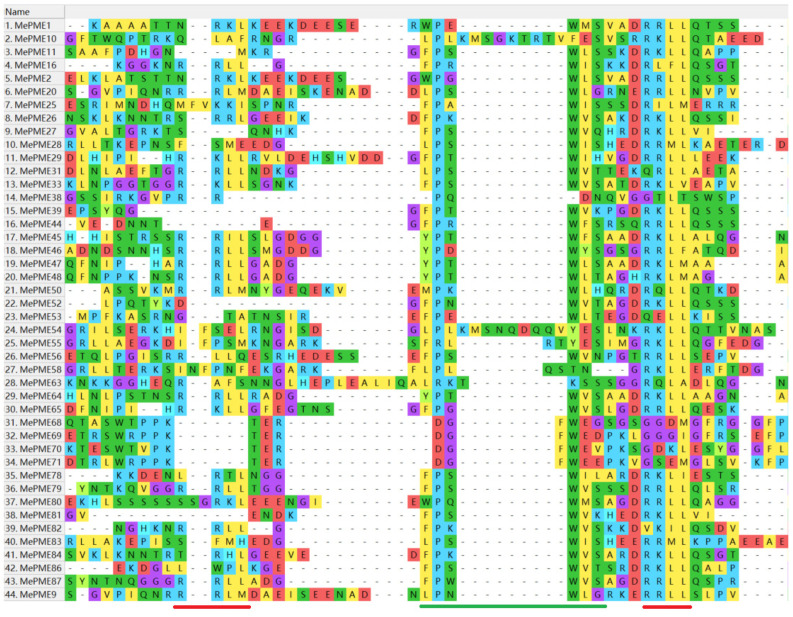
Conserved basic motifs in type-Ⅰ *MePMEs* from cassava genome v6.1. Red line indicates the “RK/RLL” basic motif, and green line indicates the “FPSWVS” motif.

**Figure 7:**
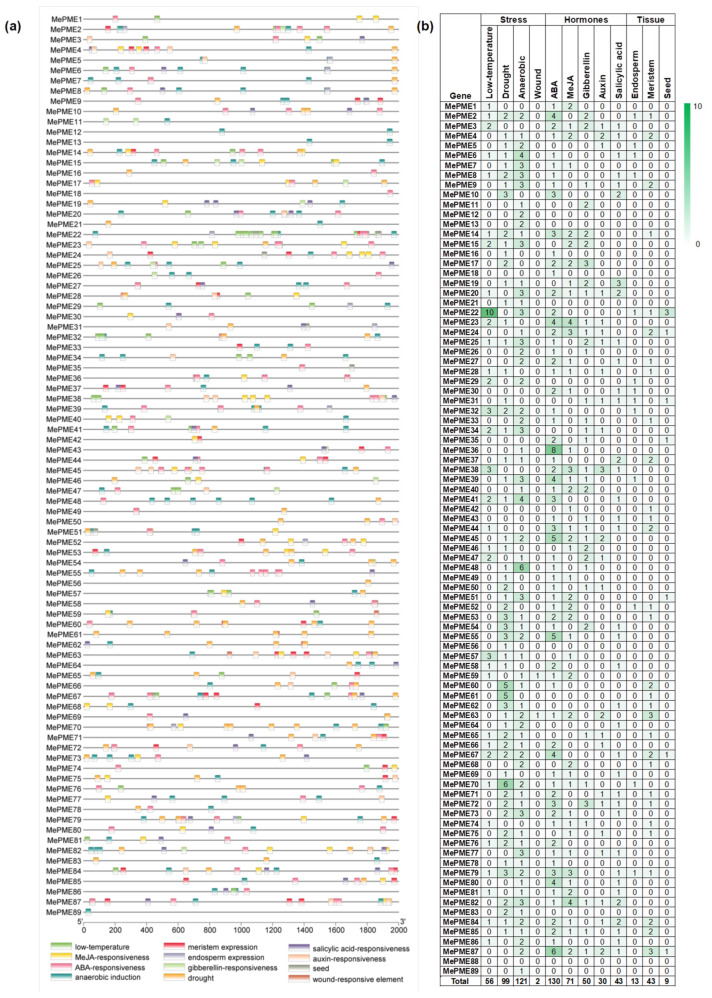
Important *Cis*-acting regulatory element localization (**a**) and number analysis (**b**) in *MePME* promoters from cassava genome v6.1.

**Figure 8:**
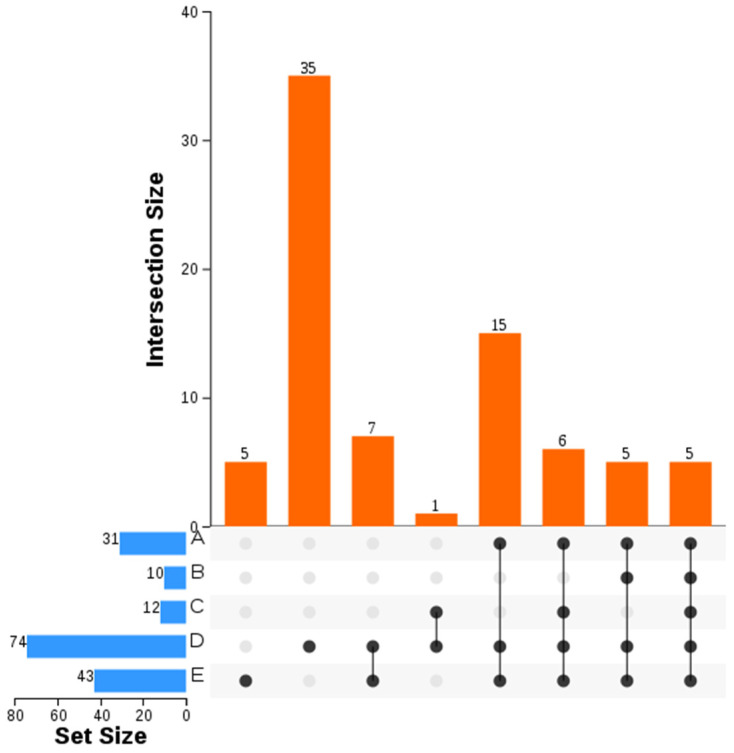
UpSet Venn diagram illustrating shared genes in different transcriptome data of cassava. A: *MePME* genes appear with FPKM values in each sample in transcriptome data of PPD-tolerant cassava (RYG1) and PPD-sensitive cassava (SC8) following storage for 0 and 21 days. B: *MePMEs* appear in transcriptome data of SC124 cassava at 0, 6, 12 and 48 h after section, and are significantly differentially expressed in at least one comparison after filter via fold change ≥ 2 and *p*-value ≤ 0.05. C: *MePMEs* appear in transcriptome data of melatonin- and water (control)-treated cassava at 6, 12 and 48 h after section, and are significantly differentially expressed in at least one comparison between melatonin and control after filter via fold change ≥ 2 and *p*-value ≤ 0.05. D: *MePMEs* appear with FPKM values in each sample in transcriptome data of cassava treated with different chilling stress. E: *MePMEs* appear with FPKM values in each sample in transcriptome data of cassava treated with 50 μmol/L ABA and 7% PEG for 48 h, separately. The blue horizontal bar chart on the left shows the element statistics for each collection. A single black dot in the middle matrix represents an element specific to a certain set. The lines between points represent the unique intersection of different sets. The red vertical bar chart represents the corresponding intersection element values, respectively.

**Figure 9:**
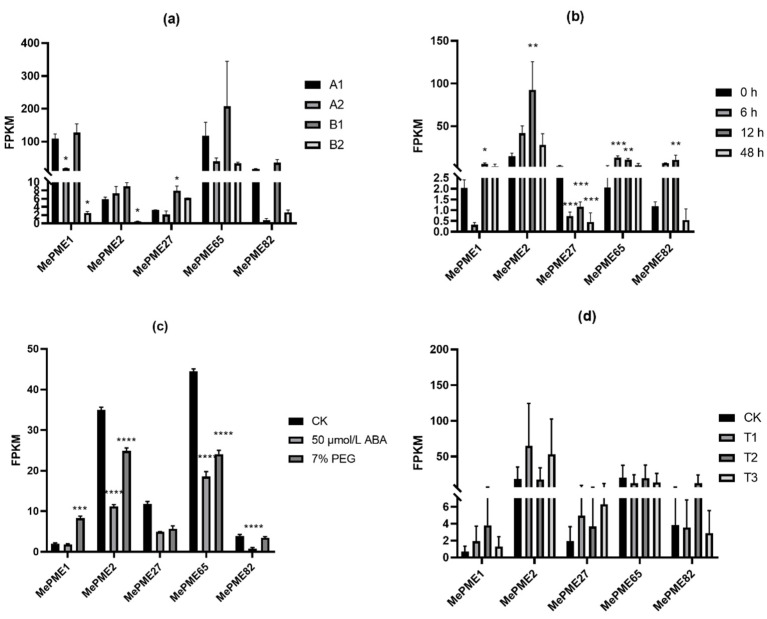
Expression patterns of five shared *MePMEs* under different stresses in cassava. (**a**) Expression patterns of five shared *MePMEs* after storage in two cassava varieties with different PPD tolerance. A1: 0 days of PPD-sensitive cassava SC8; A2: 21 days of storage of SC8; B1: 0 days of PPD-tolerant cassava RYG1; B2: 21 days of storage of RYG1. (**b**) Gene expression patterns of five shared *MePMEs* during SC124 cassava PPD occurrence 0, 6, 12 and 48 h after section. (**c**) Gene expression patterns of five shared *MePMEs* in response to 50 μmol/L ABA and 7% PEG stresses. (**d**) Gene expression patterns of five shared *MePMEs* in response to different chilling treatments. CK: control (24 °C, 10 days); T1: chilling acclimation (24 °C, 5 days + 14 °C, 5 days); T2: chilling after chilling acclimation (14 °C for 5 days followed by 4 °C for 5 days); T3: chilling shock (24 °C for 5 days followed by 4 °C for 5 days). Values are means and standard deviations. The ordinary one-way ANOVA analysis and Dunnett’s multiple comparisons test were used to analyze the significant difference. * indicates the significant difference *p* ≤ 0.05, ** indicates the significant difference *p* ≤ 0.01, *** indicates the significant difference *p* ≤ 0.001, **** indicates the significant difference *p* ≤ 0.0001.

**Figure 10:**
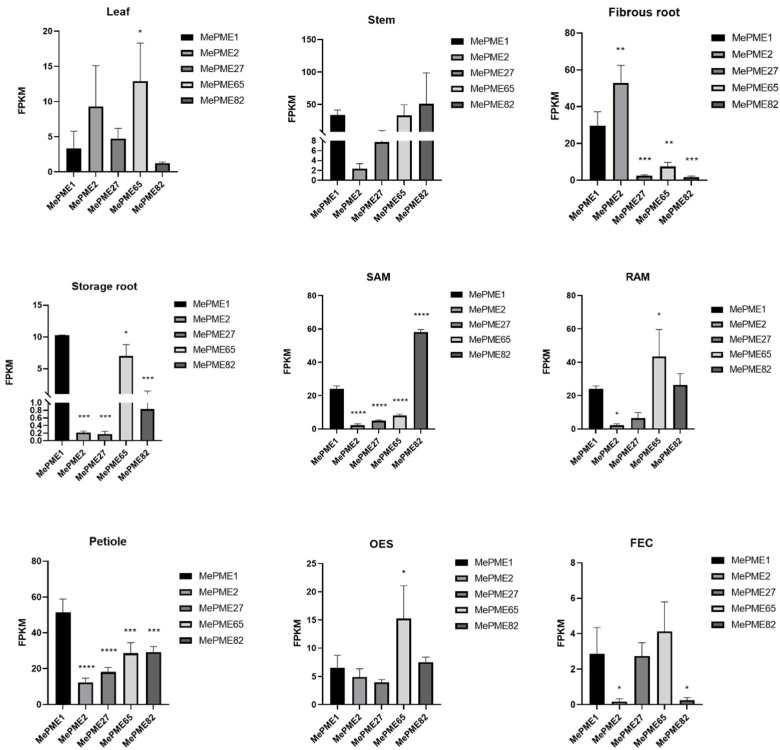
Expression pattens of co-expression *MePMEs* in different tissues of cassava. SAM, stem apex meristem. RAM, root apex meristem. OES, organized embryonic structure. FEC, friable embryogenic callus. Values are means and standard deviations. The ordinary one-way ANOVA analysis and Dunnett’s multiple comparisons test were used to analyze the significant difference. * indicates the significant difference *p* ≤ 0.05, ** indicates the significant difference *p* ≤ 0.01, *** indicates the significant difference *p* ≤ 0.001, **** indicates the significant difference *p* ≤ 0.0001.

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants12132529/s1, Table S1: Physical and chemical information of *MePMEs* in cassava, Table S2: Information of *MePMEs* duplication pairs, Table S3: signal peptide prediction of *MePMEs*, Table S4: *MePMEs* in different transcriptome data.

How the deposited data were processed for this re-analysis (not part of the article)

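Mature leaves of wild-type cassava seedlings were sequenced in 9 libraries, 3 each of the MS control, 50 μmol/L ABA and 7% PEG at 48 h. Each library's condition and replicate number were taken from the sample labels and the paper's methods, and each column of the deposited table was matched to a library by the name in its label. The authors' deposited table holds whole-number read counts per gene, not normalized, and FPKM values. How the FPKM values were computed is not given in the sources used here. The submitters' processing notes name HISAT2 2.0.4 and StringTie 1.3.0 without their roles. The counting tool, the strand setting and the filters are not given in the sources used here. Gene IDs and positions are those of the cassava genome v6.1 that the paper uses, and gene descriptions and Arabidopsis names are the deposited table's nearest matches in Arabidopsis, which 28548 of the 33033 genes have. In the 28934 genes where it could be computed from at least 2 libraries, the FPKM values and counts imply the same gene length in every library within 0.1%. Of the 56 *MePMEs* with a read, 52 have an implied length within 1 base of the transcript length in Table S1.

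Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 23984, libraries were scaled by TMM, and the quasi-likelihood test was run on group means in 1 fit of all 9 libraries, so that the 3 groups share an estimate of the spread. The common biological coefficient of variation was 0.103 and the prior degrees of freedom 5.2. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05, and standard errors of log2 fold changes were computed from the test statistic. The design had been written for FPKM values or counts, whichever the table would hold, with this test for counts. Two-sided exact permutation tests of FPKM values compare 3 libraries with 3 and cannot give a p below 0.1. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01 and adjusted over 31 sets in each comparison. The script was tested on simulated data with 200 genes changed by known folds, none of them a gene with few reads. For the comparison of PEG with ABA it recovered 70.1% of genes changed 1.5-fold, 94.0% of those changed 2-fold and 100% of those changed 4-fold. Of its 189 calls there, 13 were genes left unchanged in the simulation.

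Within groups, the replicate libraries were compared by a chi-square test of their counts per gene, whose median over genes was 0.659 to 0.842 where sampling alone gives 0.455, so no library was taken for a copy of another. The first principal component held 58.8% of the variance of the libraries and the second 29.9%. Genes at 0 in a group are given as at least a number of times lower, with a floor of 3 counts over the group.

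The tests, the rule for the genes named in the text, the gene lists and the alternatives not given as added were set before the data were examined. The rule names the 5 *MePMEs* that the paper names for these libraries, every other *MePME* that passes the test in either comparison, and *MePME80* as a duplicate of *MePME1* and *MePME2*. It also names, for ABA and PEG, the 10 largest rises and falls among described genes that pass the test with group ranges that do not overlap and a mean of at least 5 FPKM, and the 4 members of each gene list with the smallest p. The values of the 5 *MePMEs* in Figure 9c had been seen when the rule was written. Gene lists were search terms for the gene descriptions. Of 36 lists, 6 found no gene and 30 had a gene that was tested, of which 26 had at least 5 such genes and a set test. A list of clade A protein phosphatases 2C was added after the values were seen, by 9 Arabidopsis genes.

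The alternatives tried were other scalings (DESeq2 size factors, or none beyond library size), other filters (none beyond a count above 0 in 1 library, or a mean of at least 5 FPKM), the Wald test of DESeq2 1.42.0, the replicate number as a block, a fit of only the groups compared, leaving out each of the 9 libraries in turn, a fold of at least 2, and the paper's Dunnett comparison on FPKM run in SciPy 1.17.1. Added after the values were seen were limma on log2(FPKM + 1) and on log2(FPKM + 0.1), edgeR with a robust estimate of the spread, and a run without genes whose reads were missing from a single library. The PPD and chilling transcriptomes and the tissue atlas that the paper also uses were not analysed here. Tables were handled in Python 3.11.15 with pandas 2.3.3 and NumPy 2.4.6, and figures were drawn with Matplotlib 3.10.9.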

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

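The test of reads shared between *MePME1*, *MePME2* and *MePME80* was chosen after the result was seen. Outside the 5 shared *MePMEs*, 3 other *MePMEs* rose at least 8-fold over the MS control in these libraries, a signal in genes whose response to ABA and PEG the paper does not discuss. *MePME17* rose by a log2 fold change of 3.81 under ABA (standard error 0.35, adjusted p = 1.52e-06 from edgeR's quasi-likelihood test) and of 6.77 under PEG (standard error 0.23, adjusted p = 2.36e-10), with 5 reads over the 3 MS control libraries, 72 under ABA and 710 under PEG, and was higher in 3 of 3 libraries of each treatment. *MePME84* rose by 5.41 under ABA (standard error 0.11, adjusted p = 4.02e-12), in 3 of 3 libraries. Among described genes with a mean of at least 5 FPKM and group ranges that do not overlap, the largest rise under ABA was 7.45, that of Manes.13G137200, an RmlC-like cupin protein, from 0.467 ± 0.0905 to 78.1 ± 0.883 FPKM (SD, n = 3). Among the same kind of genes it was 5.41 under PEG, that of Manes.02G012100, a high mobility group (HMG) box protein, from 0.680 ± 0.330 to 31.2 ± 0.488 FPKM (SD, n = 3). These rises follow the labels of the libraries. With the MS control and PEG labels exchanged, Manes.02G012100 would fall. The largest rise would then be that of Manes.03G210400, at least 486.2-fold lower under PEG as labelled. Manes.13G137200 had a PEG minus ABA value of -4.84, so its rise would be smaller.

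*MePME80*, the duplicate of *MePME1* and *MePME2*, rose by a log2 fold change of 3.64 under ABA, while *MePME2* fell and *MePME1* had a value of -0.06. Reads moving from *MePME2* and *MePME1* to *MePME80* would leave the sum of the 3 genes as it was. In counts scaled to the library total (CPM), the sum was 80.1 ± 1.90 (SD, n = 3) in the MS control, 94.3 ± 2.93 (SD, n = 3) under ABA and 107 ± 1.63 (SD, n = 3) under PEG, which is 14.2 more under ABA and 26.9 more under PEG, each over 3 times the larger SD. Reads exchanged between the duplicates at a constant sum therefore do not account for the whole of either rise, and an exchange of part of the reads stays open. That part could be large. *MePME80* went from 5.7 CPM in the MS control to 68.2 under ABA and 40.8 under PEG, while *MePME2* went from 70.6 to 22.6 and 50.1. The sum does not show which copy the added reads came from, since *MePME1* itself went from 3.81 to 16.1 CPM under PEG, and reads matching a single copy were not counted apart here.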

How the results depend on the processing

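Added after the values were seen were limma on log2(FPKM + 1) and log2(FPKM + 0.1), edgeR with a robust spread, the run without genes missing from a single library, and the counts of FPKM above 0 in each group. Other alternatives belong to the design. A fold of at least 2 drops *MePME2* under PEG (-0.63). Otherwise *MePME2*, *MePME27* and *MePME65* kept direction and side of the threshold under both treatments in every alternative giving a value. So did *MePME1* under PEG and *MePME82* under ABA. With each library left out in turn, *MePME1* under PEG ran from 1.88 to 2.06, and *MePME82* under ABA from -2.42 to -2.00. *MePME1* under ABA ran from -0.12 to 0.05 (0.05 without MS control replicate 2, 0.02 without ABA replicate 2). *MePME82* under PEG ran from -0.38 to -0.22 and passed the threshold without ABA replicate 3 alone (-0.30, adjusted p = 0.0445, range over its alternatives 0.0445 to 0.514). *MePME1* and *MePME82* gave no value with a mean of at least 5 FPKM. The FPKM design's other pseudocount did not apply, as the table holds counts.

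With a fold of at least 2, which by construction calls fewer genes, 4643 genes changed under ABA, 5304 under PEG and 6923 between PEG and ABA, against 15894, 16946 and 17911, 1611 against 6889 changed in the same direction under both, and 16 *MePMEs* changed under PEG. With a mean of at least 5 FPKM fewer *MePMEs* were tested, and 15 changed under ABA and 17 under PEG, against 26 in each. With each library left out in turn, 15021 to 15838 genes changed under ABA, 16095 to 16943 under PEG and 17122 to 17969 between PEG and ABA. All 89 *MePMEs* have a place in the table and 56 have FPKM above 0 in at least 1 library, against 34 in every library. The definitions differ. With no scaling beyond library size, the median log2 change of all genes was -0.07 under ABA, 0.14 under PEG and 0.24 between PEG and ABA, and the higher share of the changed genes was 43.6%, 61.0% and 65.3%, against 49.6%, 50.4% and 52.4%.

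Deviations of libraries with the same replicate number had correlations of -0.038 to 0.068, which leaves a weak pairing open. With the replicate block, 15663 genes changed under ABA, 16727 under PEG and 17667 between PEG and ABA, and the pectate lyase list under ABA came to an adjusted p of 0.0419. That list had an adjusted p of 0.0508, and of 0.037 to 0.0729 with each library left out in turn, under the threshold without MS control replicate 2 (0.0471), ABA replicate 2 (0.0413), ABA replicate 3 (0.037) or PEG replicate 3 (0.048). With the correlation estimated from the data, set tests lost their calls under ABA for LEA proteins and dehydrins (adjusted p = 0.235), raffinose and galactinol synthesis (0.132), Calvin cycle enzymes (0.16), cyclins (0.0519), xyloglucan endotransglucosylases (0.0614) and glutathione S-transferases (0.0755). Under PEG they lost them for LEA proteins and dehydrins (0.0666), raffinose and galactinol synthesis (0.155), heat shock proteins (0.155), photosystem and antenna proteins (0.0568), Calvin cycle enzymes (0.13), ribosomal proteins (0.127), histones (0.182), glutathione S-transferases (0.0568), WRKY factors (0.182), NAC factors (0.0666) and the added clade A protein phosphatases 2C (0.0666). The cause was not tested.

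The other 251 genes under the rule or singled out later gave 502 results. With a fold of at least 2 left out, 460 kept direction and side of the threshold in every alternative giving a value. Under at least 1 alternative 20 were weaker, 14 stronger and 11 changed sign, to values of at most 0.26. The cause was not tested. With no scaling, the log2 values were 0.00 for *MePME70* under PEG, 0.01 for Manes.04G057100 under PEG, -0.05 for Manes.17G085400 under ABA, 0.12 for Manes.15G048600 under PEG, 0.00 for Manes.02G006000 under ABA and 0.05 for Manes.14G034900 under PEG. With limma on FPKM + 1 and FPKM + 0.1 they were 0.22 and 0.26 for Manes.02G143000 under ABA, 0.00 and 0.00 for Manes.04G057100, -0.05 and -0.05 for Manes.17G085400, 0.11 and 0.12 for Manes.15G048600, 0.00 and 0.00 for Manes.02G006000, and 0.05 and 0.05 for Manes.14G034900. With DESeq2 size factors and the DESeq2 Wald test they were 0.01 and 0.01 for *MePME86* under ABA, 0.00 and 0.00 for Manes.17G115500 under PEG, and 0.02 and 0.02 for Manes.02G025200 under ABA. With no filter Manes.17G115500 under PEG was at 0.00, and with a mean of at least 5 FPKM Manes.15G048600 under PEG was at 0.06 and Manes.02G025200 under ABA at 0.02. With each library left out in turn, *MePME10* under PEG ran from -0.45 to 0.00 (0.00 without MS control replicate 2), *MePME86* under ABA from -0.06 to 0.06, Manes.17G115500 under PEG from -0.04 to 0.05, Manes.17G085400 under ABA from -0.01 to 0.03 and Manes.02G025200 under ABA from -0.04 to 0.03. Manes.15G048600 passed the threshold with no scaling (adjusted p = 0.00731) and with limma (0.0119 and 0.0113), in the direction opposite to its main value of -0.02.

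Of the 10 splits of 6 libraries into 3 and 3, the real one gave 15894 changed genes under ABA, 16946 under PEG and 17911 between PEG and ABA, and the highest other split gave 1 in each. For *MePMEs* it gave 26 under ABA and PEG, and the highest other 0. As large a count came from 1 split, and 10 are too few for a share under 0.05. Others mix the groups, so few calls were bound to follow. At 13923803 to 17108746 counts per library, 32 of the 89 *MePMEs* passed edgeR's filter on low counts. With no filter beyond a count above 0 in 1 library, 29 *MePMEs* changed under ABA and 28 under PEG.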

Differences from the paper's values

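A mean level or count was taken to differ from the paper's where one was more than 1.5 times the other and the gap was larger than the SD of the 3 libraries. A count has no such SD, so only the first part of the rule applies to it. By this rule the mean levels of the 5 shared *MePMEs* did not differ from the paper's. Those levels were read from Figure 9c, which rests on the same libraries, so no difference was to be looked for. The count of 34 *MePMEs* with FPKM above 0 in every library did not differ by this rule either, though the genes behind its gap to the paper's count are named below. The counts of 89 and 28 under other settings did.

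The paper shows no significance mark for *MePME27* in Figure 9c. In edgeR's quasi-likelihood test *MePME27* fell under ABA (log2 fold change -1.20, standard error 0.10, adjusted p = 4.61e-07) and under PEG (-1.19, standard error 0.09, adjusted p = 3.48e-07). The Dunnett comparison that the paper states, run within this gene on the FPKM values, gave p = 2.73e-06 under ABA and p = 1.18e-06 under PEG, and the exact permutation test gave 0.1, the smallest possible, in both. The paper's statement that *MePME27* decreased has the same direction.

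The paper describes *MePME82* as inhibited under PEG and *MePME1* as decreased under ABA. Here *MePME82* under PEG had a log2 fold change of -0.30 (standard error 0.16, adjusted p = 0.105) and *MePME1* under ABA of -0.06 (standard error 0.14, adjusted p = 0.755), neither past the threshold, with a Dunnett p of 0.25 and of 0.806. The main values of both have the direction that the paper gives. *MePME82* under PEG passed the threshold in 1 setting fixed before the data were examined, without ABA replicate 3 (adjusted p = 0.0445, range over its alternatives 0.0445 to 0.514). For the other 8 changes of the 5 genes, the direction here is that of the paper and each passed the threshold, *MePME27* included.

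The paper gives the number of *MePMEs* with FPKM data in the PEG and ABA transcriptomes as 43, which its Figure 8 legend describes as values in each sample. Here 34 of the 89 had FPKM above 0 in every library, all of them among the 43 genes of Table S4. The other 9 of the paper's 43 (*MePME14*, *MePME24*, *MePME26*, *MePME31*, *MePME36*, *MePME42*, *MePME43*, *MePME51* and *MePME89*) were at 0 in at least 1 library, with highest values from 0.0895 FPKM for *MePME24* to 2.64 FPKM for *MePME36*. Of the settings fixed before the data were examined, FPKM above 0 in at least 1 library gave 56 genes, which hold all 43, above 0 in every ABA and PEG library gave 36, a mean of at least 1 FPKM in a group gave 28, and a place in the table gave 89, the setting furthest from 43. FPKM above 0 in at least 1 library of each group, chosen after the values were seen, gave 42, all in Table S4, and drops 1 of the paper's genes, *MePME24*.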

Other observations

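The clade A protein phosphatases 2C list, its examples, the genes named as exceptions to a list, and the tests of exchanged labels, of younger tissue and of neighbouring genes were chosen after the values were seen. Of the 14 clade A protein phosphatases 2C, negative regulators of ABA signalling that ABA itself switches on, 12 rose and 1 fell under ABA (adjusted p = 7.95e-08 from camera, and adjusted p = 0.0486 with an estimated correlation), and 2 rose and 10 fell under PEG (adjusted p = 0.000481, and adjusted p = 0.0666 with an estimated correlation). The exceptions were 2 genes whose nearest Arabidopsis gene is HAB1, Manes.16G082900 (log2 fold change -1.03 under ABA and 1.18 under PEG) and Manes.03G050800 (0.64 and 0.62). Manes.02G128000, with HAI3 as its nearest Arabidopsis gene, had 53.2 ± 2.38 FPKM (SD, n = 3) in the MS control, 444 ± 6.13 FPKM (SD, n = 3) under ABA and 5.7 ± 0.137 FPKM (SD, n = 3) under PEG. Among the 4 ABA-responsive bZIP factors, 3 rose under ABA and 4 fell under PEG, as for Manes.05G174500 (ABF2), with log2 fold changes of 2.16 and -0.26. Of 4 genes of ABA synthesis and breakdown found by their descriptions, 2 rose and 1 fell under ABA and 2 rose under PEG, and NCED3 (Manes.03G083500), which makes a precursor of ABA and was not found by the terms of that list, rose by 6.26 under ABA and fell by 1.08 under PEG.

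Of 13 genes of raffinose and galactinol synthesis, which make sugars that protect cells that lose water, 10 rose and 2 fell under ABA (adjusted p = 0.00397 from camera, and adjusted p = 0.132 with an estimated correlation), and 3 rose and 8 fell under PEG (adjusted p = 0.0164, and adjusted p = 0.155 with an estimated correlation). The galactinol synthase gene Manes.08G109300 had log2 fold changes of 3.46 and -2.63. The 2 that fell under ABA were Manes.13G029000 (-1.15) and Manes.06G108300 (-2.31). Both genes found by the terms for proline synthesis and breakdown encode a synthase of proline synthesis and rose under ABA. Under PEG Manes.10G024800 fell by 2.09 on the log2 scale, and Manes.07G120700 had a value of -0.17, which passed the test, but of -0.04 with no scaling beyond library size, which did not. In the list of LEA proteins and dehydrins, Manes.09G034800 went from 50.0 ± 5.64 FPKM (SD, n = 3) to 584 ± 9.76 FPKM (SD, n = 3) under ABA and 10.9 ± 0.168 FPKM (SD, n = 3) under PEG, and the 2 genes that rose under PEG were Manes.05G028700 (2.00) and Manes.08G154500 (0.41). Among the 10 largest falls under PEG, the seed storage albumin gene Manes.15G075900 had 24.6 ± 3.77 FPKM (SD, n = 3) in the MS control and no read under PEG (at least 184.4-fold lower, with a floor of 3 counts over the group), and the 1-cysteine peroxiredoxin gene Manes.03G210400 was at least 486.2-fold lower.

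Of 72 photosystem and antenna genes, 1 rose and 60 fell under ABA (adjusted p = 1.03e-13 from camera, and adjusted p = 0.0486 with an estimated correlation), and 59 rose and 1 fell under PEG (adjusted p = 1.75e-12, and adjusted p = 0.0568 with an estimated correlation). Manes.16G017000, a subunit of photosystem II, had 403 ± 15.7 FPKM (SD, n = 3), 167 ± 4.52 FPKM (SD, n = 3) under ABA and 955 ± 9.28 FPKM (SD, n = 3) under PEG. The exceptions were Manes.16G084500 (0.78 under ABA) and Manes.02G143000 (-7.15 under PEG, from 102 ± 82.3 FPKM (SD, n = 3) in the MS control). Of 12 Calvin cycle genes, 3 rose and 8 fell under ABA (adjusted p = 0.00803, and adjusted p = 0.16 with an estimated correlation), and 10 rose and 1, Manes.06G023400 (-0.92), fell under PEG (adjusted p = 0.00122, and adjusted p = 0.13 with an estimated correlation). The phosphoribulokinase gene Manes.15G185100 had log2 fold changes of -1.50 and 1.25. Of 30 genes of chlorophyll breakdown and senescence, 10 rose and 14 fell under ABA (adjusted p = 0.448) and 2 rose and 22 fell under PEG (adjusted p = 1.73e-05, and adjusted p = 0.035 with an estimated correlation). Senescence-associated gene 12 (Manes.16G038400), a protease gene of ageing leaves, fell by 3.93 under PEG, and the genes that rose there were Manes.01G117900 (0.35) and Manes.18G077600 (0.36).

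All but 1 of 30 cyclin genes rose under PEG (29, adjusted p = 1.43e-10 from camera, and adjusted p = 0.035 with an estimated correlation), and under ABA 20 rose and 3 fell (adjusted p = 0.000743, and adjusted p = 0.0519 with an estimated correlation). The 1 that fell under PEG was Manes.02G146700 (-1.13), and Manes.05G133500, a B-type cyclin of mitosis, rose by 3.41 and 4.56. Of 19 histone genes, 12 rose and 5 fell under PEG (adjusted p = 0.00353, and adjusted p = 0.182 with an estimated correlation), and 7 rose and 8 fell under ABA (adjusted p = 0.882). Of 351 genes listed as ribosomal proteins, which by their descriptions include elongation factors of the G type, 6 rose and 280 fell under ABA (adjusted p = 6.5e-14, and adjusted p = 0.0486 with an estimated correlation), and 39 rose and 234 fell under PEG (adjusted p = 6.63e-06, and adjusted p = 0.127 with an estimated correlation). Of 36 heat shock protein genes, 17 rose and 10 fell under ABA (adjusted p = 0.129), and 5 rose and 21 fell under PEG (adjusted p = 0.0181, and adjusted p = 0.155 with an estimated correlation). Manes.08G118700, a heat shock protein 70, fell by 5.18 under PEG. Of 61 glutathione S-transferase genes, 16 rose and 35 fell under ABA (adjusted p = 0.0156, and adjusted p = 0.0755 with an estimated correlation), and 14 rose and 37 fell under PEG (adjusted p = 0.00122, and adjusted p = 0.0568 with an estimated correlation). Of 85 WRKY factors, 25 rose and 43 fell under ABA (adjusted p = 0.112), and 28 rose and 45 fell under PEG (adjusted p = 0.0297, and adjusted p = 0.182 with an estimated correlation). Of 50 NAC factors, 19 rose and 14 fell under ABA (adjusted p = 0.381), and 11 rose and 26 fell under PEG (adjusted p = 0.00353, and adjusted p = 0.0666 with an estimated correlation).

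Other genes of the cell wall changed both ways. Of 23 xyloglucan endotransglucosylase genes, whose enzymes cut and rejoin wall xyloglucan, 4 rose and 13 fell under ABA (adjusted p = 0.00397 from camera, and adjusted p = 0.0614 with an estimated correlation), and 7 rose and 12 fell under PEG (adjusted p = 0.127). Manes.12G076800 fell from 209 ± 2.51 FPKM (SD, n = 3) to 25.3 ± 0.644 FPKM (SD, n = 3) under ABA. The set tests of the other wall lists did not pass in either comparison. Of 30 expansin genes, 15 rose and 12 fell under ABA and 17 rose and 11 fell under PEG. Of 31 cellulose synthase and synthase-like genes these counts were 12 and 14, and 17 and 13. Of 9 pectate and rhamnogalacturonate lyase genes they were 6 and 1, and 4 and 2. Of 6 genes found as polygalacturonases, which include polygalacturonase inhibitors, they were 3 and 2, and 4 and 2. Of 22 pectinesterase inhibitor genes outside the family they were 9 and 7, and 8 and 8. Of 31 lignin genes they were 12 and 10, and 11 and 9. Of 42 class III peroxidase genes they were 13 and 20, and 15 and 21. Nor did the set tests pass for 71 protein phosphatases 2C as a whole (34 rose and 18 fell under ABA, 22 and 29 under PEG), 13 genes of trehalose metabolism (8 and 1, and 5 and 7), 55 pathogenesis-related genes (24 and 15, and 24 and 24), 74 auxin-responsive genes (12 and 33, and 35 and 23), 45 genes of sugar transport, which include nucleotide-sugar transporters (9 and 20, and 15 and 17), and 35 genes of starch metabolism (14 and 7, and 18 and 11). Both aquaporin genes tested fell under both treatments. The search terms found 3 aquaporin genes in all, and aquaporins described in other words are not covered. The median of the list changed sign under another scaling for expansins and starch metabolism under ABA and for protein phosphatases 2C and sugar transport under PEG, where with no scaling beyond library size 31 protein phosphatases 2C rose and 22 fell, and 16 sugar transport genes rose and 13 fell. With no scaling, 9 heat shock protein genes rose and 18 fell under PEG, 4 genes of chlorophyll breakdown and senescence rose and 21 fell under PEG, and of the ribosomal protein genes 2 rose and 289 fell under ABA and 60 rose and 175 fell under PEG. Also with no scaling, 1 pectate and rhamnogalacturonate lyase gene and 1 polygalacturonase gene fell under PEG, and 1 bZIP factor fell under ABA. The median and the set test differed in sign for pathogenesis-related genes under PEG (median 0.28, test downward, adjusted p = 0.419) and for type-Ⅱ *MePMEs* under ABA (median -0.47, test upward, adjusted p = 0.856). Adjusted over the list alone, counts moved by at most 3 genes, the most for ribosomal proteins, with 9 higher and 280 lower under ABA and 39 higher and 236 lower under PEG.

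Under both treatments 3393 genes rose and 3496 fell, and 5166 changed in opposite directions. Independent lists of these sizes would share 2807 rises and 2808 falls and hold 5615 opposite changes. In 20 simulated pairs of unchanged groups against the same MS control libraries there was a mean of 0.1 shared rises and 0 shared falls. No gene changes in these simulations, so few calls were bound to follow. They do not show how far the shared control raises the overlap among the many genes called here. Over 21764 genes with a mean of at least 1 FPKM, the log2 fold changes under ABA and PEG had a correlation of 0.211, against 0.513 for the simulated groups, and a covariance of 0.214 against 0.0201. Genes are not independent replicates, and 3 MS control libraries cannot be split with 2 in each part, so the comparisons were not made with separate controls.

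The lower LEA and dehydrin genes under PEG are a pattern to follow up, since these genes are known to rise in tissue that loses water, and the median log2 fold change of the list was -1.78, also with genes at 0 set to their bound. The scaling of the libraries does not account for it, since the highest median under the other scalings was -1.65. An exchange of the MS control and PEG labels cannot be told apart from a real fall under PEG, since both would give the median of -1.78, and no RT-qPCR for these libraries was found in the paper. If the labels were exchanged, each direction given for PEG against the MS control would turn round, and the ABA libraries would have the libraries now labelled PEG as their control, from which they differ by PEG minus ABA values of 2.00 for *MePME1* (adjusted p = 1.98e-08) and 0.01 for *MePME27* (adjusted p = 0.912). Younger, dividing tissue in the PEG libraries may contribute and stays open, since 29 of 30 cyclin genes and 12 of 19 histone genes rose, as did topoisomerase II (Manes.10G140100, log2 fold change 4.97, and 2.70 under ABA) and protodermal factor 1 of the young epidermis (Manes.01G128300, 4.76, and 2.73 under ABA), but the highest median of the ribosomal protein genes over the scalings was -0.15, below 0.

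In 167 cases over 142 genes, a gene with at least 5 CPM in the median library of its group lay more than 10 times below this median in 1 library, with 10 to 26 cases in each library, 65 in the MS control, 38 under ABA and 64 under PEG, and 0 among the *MePMEs*. Of the genes under the rule, Manes.05G003500 (CP12-2, a regulator of the Calvin cycle) is concerned, with 9152, 23 and 10197 reads in the MS control and 12542, 20 and 198 under PEG, and with a log2 fold change of -8.44 under ABA (adjusted p = 0.0108) that rests on 2 of the 3 MS control libraries and did not pass with limma or with a robust spread, and Manes.02G143000, named as an exception among photosystem genes, had 2313, 2564 and 125 reads in the MS control. Reads counted for an overlapping or neighbouring gene do not account for the pattern, since these genes gained at least 50% of the missing reads in 6 of 167 cases. Reads counted for another gene with the same nearest Arabidopsis gene do not either, with 5 of 125 cases (Manes.03G027100, Manes.02G154000 in 2 libraries, Manes.04G012600 and Manes.02G189400). No biological explanation was tested, and other steps of the authors' processing stay open.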
